# Altered gene expression profiles in the hippocampus and prefrontal cortex of type 2 diabetic rats

**DOI:** 10.1186/1471-2164-13-81

**Published:** 2012-02-27

**Authors:** Omar Abdul-Rahman, Maria Sasvari-Szekely, Agota Ver, Klara Rosta, Bernadett K Szasz, Eva Kereszturi, Gergely Keszler

## Abstract

**Background:**

There has been an increasing body of epidemiologic and biochemical evidence implying the role of cerebral insulin resistance in Alzheimer-type dementia. For a better understanding of the insulin effect on the central nervous system, we performed microarray-based global gene expression profiling in the hippocampus, striatum and prefrontal cortex of streptozotocin-induced and spontaneously diabetic Goto-Kakizaki rats as model animals for type 1 and type 2 diabetes, respectively.

**Results:**

Following pathway analysis and validation of gene lists by real-time polymerase chain reaction, 30 genes from the hippocampus, such as the inhibitory neuropeptide galanin, synuclein gamma and uncoupling protein 2, and 22 genes from the prefrontal cortex, e.g. galanin receptor 2, protein kinase C gamma and epsilon, *ABCA1 *(ATP-Binding Cassette A1), *CD47 *(Cluster of Differentiation 47) and the *RET *(Rearranged During Transfection) protooncogene, were found to exhibit altered expression levels in type 2 diabetic model animals in comparison to non-diabetic control animals. These gene lists proved to be partly overlapping and encompassed genes related to neurotransmission, lipid metabolism, neuronal development, insulin secretion, oxidative damage and DNA repair. On the other hand, no significant alterations were found in the transcriptomes of the corpus striatum in the same animals. Changes in the cerebral gene expression profiles seemed to be specific for the type 2 diabetic model, as no such alterations were found in streptozotocin-treated animals.

**Conclusions:**

According to our knowledge this is the first characterization of the whole-genome expression changes of specific brain regions in a diabetic model. Our findings shed light on the complex role of insulin signaling in fine-tuning brain functions, and provide further experimental evidence in support of the recently elaborated theory of type 3 diabetes.

## Background

Diabetes mellitus is a chronic and heterogenous metabolic disorder affecting millions of patients worldwide. Type 1 diabetes is characterized by absolute insulin deficiency due to viral or autoimmune destruction of pancreatic beta cells, while the major feature of the more common type 2 variant is obesity-linked impairment of intracellular insulin signaling [1-3]. Apart from its well-known effect on blood sugar levels, insulin is known to regulate the growth, differentiation and metabolism of its target cells at multiple levels [1]. Insulin signaling pathways have been shown to converge on and modulate the transcription of a plethora of genes [2]. In light of this, it is not surprising that gene expression microarrays revealed dramatic alterations in global gene expression profiles of several organs such as skeletal muscles and adipose tissue [3], intestine [4] and the liver [5] both in type 1 and type 2 diabetes.

Although the brain does not count as a classical target organ of insulin, it has recently been shown that this polypeptide hormone plays a crucial role in human neurophysiology, and dysregulation of insulin receptor signaling in various mental illnesses [6].

It has long been known that insulin can pass the blood brain barrier by receptor mediated endocytosis [7]. Moreover, it turned out that several brain regions are capable of producing insulin *in situ *[8]. The insulin receptor and insulin receptor substrate-1 (*IRS1*) are expressed in vegetative nuclei of the hypothalamus, in amygdala, hippocampus and in the neocortex [9]. Based on this expression pattern, cerebral insulin signaling has been implicated in the regulation of neurotransmission, feeding and cognitive functions [10].

Along with leptin, insulin seems to be a negative feedback signal in well-fed state due to its ability to reduce appetite and body weight. It might be assumed that obesity and hyperinsulinism lead to desensitization of insulin receptors situated in the blood brain barrier, giving rise to central insulin resistance [11].

There are several lines of mostly indirect evidence supporting the role of insulin signal transduction in learning and long-term memory. The first observations date back to the famous Rotterdam study, revealing that type 2 diabetes doubled the risk of patients to develop Alzheimer-type dementia, while individuals suffering from type 1 diabetes and receiving insulin therapy had four times the risk [12]. These results were corroborated by more recent studies showing that subjects with elevated body mass index, obesity, insulin resistance and diabetes have an increased risk of dementia and cognitive impairment, suggesting a causal link between decreased insulin secretion and the progression of mental decline [13]. Subsequently, post-mortem brain studies unveiled that cerebral insulin, insulin receptor and *IGF *levels are inversely proportional with the progression of Alzheimer's disease [14]. On the other hand, intranasal and intravenous insulin administration has reportedly improved the cognitive functions of patients suffering from memory disorders, while intracerebroventricular insulin enhanced memory formation in rodents [15,16]. Moreover, intracerebral administration of streptozotocin, a drug known to induce type 1 diabetes by impairing pancreatic β cells when added intravenously, also led to insulin depletion in the brain with subsequent neurodegeneration [17].

The interrelationship between diabetes and Alzheimer's disease seems to be mutual as neurotoxins termed amyloid beta-derived diffusible ligands have been shown to compromise cerebral insulin signaling [18]. On the other hand, oxidative stress elicited by reactive advanced glycation end products (RAGEs) that are characteristic of diabetes might accelerate neuronal damage in memory disorders [19].

Based on these observations, a group of researchers have recently defined Alzheimer's as a neuroendocrine disorder and coined the terms "type 3" or „brain-type" diabetes [20], pointing out that this condition can simultaneously be characterized both by central insulin deficiency and insulin resistance. Their work highlighted the importance of impaired insulin signaling in the dysfunction and apoptotic death of cortical neurons.

Although global transcriptome profiling has already been carried out in Alzheimer's disease [21], according to our best knowledge this is the first study aiming to analyze whole genome gene expression profiles of various cerebral areas in streptozotocin-induced and spontaneously diabetic Goto-Kakizaki rats as model animals for type 1 and type 2 diabetes, respectively. Our results demonstrated an altered expression pattern in the hippocampus and prefrontal cortex of type 2 diabetes model, while no such changes were found in the corresponding brain areas of the type 1 model animals.

## Results

The Agilent rat whole genome custom array encompassed 41,129 different oligonucleotide probes according to the latest annotation of the rat genome. 

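RNA from 27 pools of 3 animals each was hybridised to this array with a single dye. The methods give 9 animals per group, from whose brains all 3 regions were taken, so the regions of a group share animals and their results are not independent of each other. Each combination of a brain region (hippocampus, prefrontal cortex or striatum) and an animal group (Wistar control, Goto-Kakizaki or streptozotocin) had 3 pools, which gives 9 groups. Goto-Kakizaki rats are a strain bred from Wistar rats that becomes diabetic spontaneously, and streptozotocin destroys the insulin-producing beta cells of the pancreas. The deposited files hold 41012 probes and 1417 control spots per array, and 20042 of the probes could be matched to a gene of the GRCr8 RefSeq table, while 20970 could not and keep the name of the array design where it gives one. The authors extracted the signals with Feature Extraction 9.1, which subtracts the background and corrects trends within an array but does not scale the arrays to each other. Here, the log2 of each processed signal was taken relative to the 75th percentile of its array, which lay between 690.3 and 1527 signal units, and 2635 values of spots marked as outliers were left out. Between 67.4% and 75.3% of the probes were well above background on an array. A probe was tested in a region if it was well above background on at least 2 of the 3 arrays of at least 1 of the region's 3 groups, which left 30603 to 30911 probes per comparison. Probes are called differentially expressed at an adjusted p under 0.05 from limma and a change of at least 2-fold, with 1 estimate of the spread shared by the 9 groups (18 residual degrees of freedom), although the groups differ in spread: the median SD of a probe on the log2 scale was 0.093 in Goto-Kakizaki and 0.115 in control hippocampus, and 0.291 and 0.266 in the striatum. The 3 pools per group limit the precision of every value. Where a probe was well above background on no array of a group, only a bound is given ("at least"): the mean of the brighter group over the mean of the dimmer group, taken per array as the higher of the lowest signal among probes well above background and the probe's own signal. The arrays lay on 7 slides. Arrays of different groups on slides 5, 6 and 7 deviated from their group means together (mean correlation 0.466, 0.651 and 0.480, against -0.0293 for arrays on different slides). Goto-Kakizaki and control arrays shared slide 2 in the hippocampus and slide 4 in the striatum, streptozotocin and control arrays shared slides 5, 6 and 7 in the prefrontal cortex, and the remaining comparisons with controls shared no slide.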

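The insulin receptor gene could be followed on these arrays, while the gene of a main docking protein downstream of the receptor could not. Insr, which encodes the insulin receptor, was well above background on at least 2 of 3 arrays of 1 or more groups in every region. Its probe was dim, and in the striatum of streptozotocin-treated rats it was well above background on 1 of 3 arrays. Irs1, which encodes insulin receptor substrate 1, was well above background on 0 of the 27 arrays and was not tested. Of the 41012 probes on the array, 19.8% were well above background in the hippocampus and also differed at least 2-fold between the highest and the lowest array of that region. The share was 28.5% in the prefrontal cortex and 38.6% in the striatum. Without the requirement for a signal above background the shares were 32.9%, 42.1% and 52.0%, and with a requirement for all 9 arrays of the region they were 12.2%, 18.6% and 27.2%.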

Following normalization and technical screening of raw data, approximately 15-26% of all probes remained. Filtering out genes without significant expression changes resulted in a more drastic reduction of transcript numbers. Statistical analysis and post-screening procedures highlighted spectacular differences in expression profiles of type 2 diabetic brains. Importantly, it turned out that Goto-Kakizaki rats exhibited profound changes in gene expression profiles, while no genes showed significant changes in the transcriptomes of streptozotocin-treated rats versus control animals. 

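Spock2, which encodes a proteoglycan of the extracellular matrix, had a log2 fold change of -6.47 (standard error 0.19, adjusted p = 1.4e-13) in the hippocampus of Goto-Kakizaki rats against Wistar controls, -6.16 in the prefrontal cortex and -5.66 in the striatum. Ephx2, the soluble epoxide hydrolase that breaks down signalling epoxides of fatty acids, had a log2 fold change of -3.91 in the hippocampus and -3.66 in the prefrontal cortex. Galntl1, which encodes an enzyme of protein glycosylation, was lower in all 3 regions (-4.71, -4.45 and -4.61). In the hippocampus of Goto-Kakizaki rats 239 probes were higher and 353 lower than in controls, in the prefrontal cortex 215 were higher and 558 lower, and in the striatum 486 were higher and 456 lower. When scaled to the 50th percentile, 317 were higher and 292 lower in the hippocampus, and with normexp background correction 129 were higher and 205 lower in the striatum. Streptozotocin-treated rats had 130 higher and 74 lower probes in the hippocampus, 98 higher and 195 lower in the prefrontal cortex, and 160 higher and 99 lower in the striatum. In their prefrontal cortex the split was 122 and 153 at the 50th percentile and 29 and 15 with normexp background correction. A direct comparison of the diabetic models called 855 probes in the hippocampus, 1098 in the prefrontal cortex and 1465 in the striatum.

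**Figure D1:**
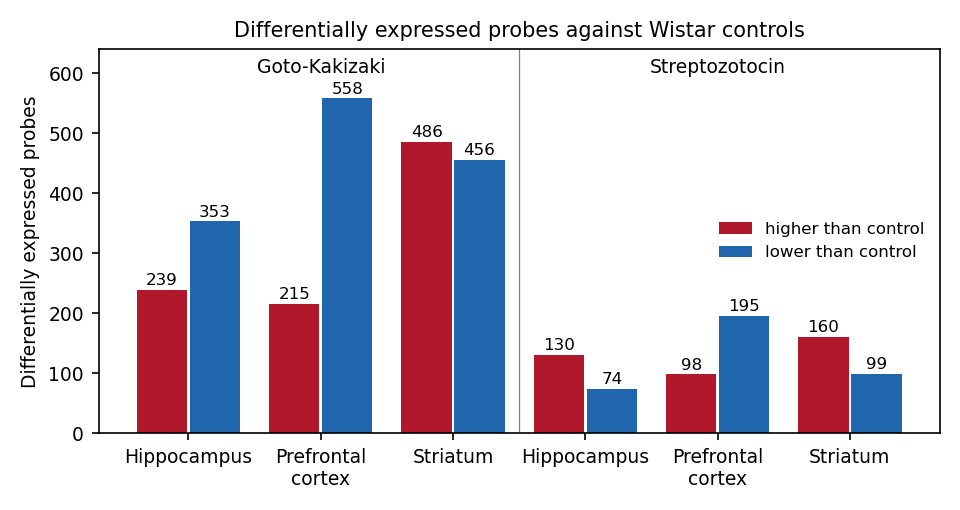
Number of differentially expressed probes (vertical axis) in each brain region (horizontal axis) of Goto-Kakizaki and streptozotocin-treated rats against Wistar controls, with 3 pools per group. Bars on the left of each pair count higher probes and bars on the right lower probes, from 74 to 558.

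With the slide as a block, the count was 522 in the Goto-Kakizaki hippocampus, 563 in the Goto-Kakizaki striatum and 292 in the streptozotocin prefrontal cortex. Within the shared slides, where a lone array is assumed to vary like the other groups, it was 324 on slide 2, 464 on slide 4, and 20, 195 and 18 on slides 5, 6 and 7. In the Goto-Kakizaki striatum both values rest on control replicate 1, the only control array on slide 4. The methods' t-test after Benjamini-Hochberg adjustment called 319, 130 and 0 probes in the hippocampus, prefrontal cortex and striatum of Goto-Kakizaki rats and 4, 0 and 1 in streptozotocin-treated rats, against 635, 707 and 669 and 247, 299 and 269 at an unadjusted p under 0.05. With normexp background correction the counts were 206, 260 and 334 in Goto-Kakizaki rats and 50, 44 and 52 in streptozotocin-treated rats. In streptozotocin-treated rats the prefrontal count was 165 without control replicate 1, 161 without control replicate 3, 186 without streptozotocin replicate 1 and 143 without streptozotocin replicate 3, and the striatal count was 463 without control replicate 1 and 171 without streptozotocin replicate 3. With the region fitted alone the count was 533 in the Goto-Kakizaki striatum and 169 and 58 in the streptozotocin prefrontal cortex and striatum, with the 2 groups alone 211 in the Goto-Kakizaki striatum and 120, 55 and 25 in the 3 streptozotocin regions, and with array weights 502 and 1088 in the streptozotocin prefrontal cortex and striatum. Between the models, normexp background correction gave 289, 409 and 330 in the hippocampus, prefrontal cortex and striatum and the methods' t-test with adjustment 455, 218 and 606, and the striatal count was 708 without Goto-Kakizaki replicate 2 and 795 and 911 without streptozotocin replicates 2 and 3. The paper states that no gene changed significantly in streptozotocin-treated rats.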

Detailed analyses of variations obtained in expression profiles of the studied brain regions of Goto-Kakizaki rats demonstrated large changes in the hippocampus and prefrontal cortex, as 266 versus 147 probes were found to be differentially expressed, respectively, as compared to Wistar controls. 

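Cxcl13, a chemokine that attracts B cells, was at least 3.61-fold higher in the hippocampus of Goto-Kakizaki rats than in controls (adjusted p = 3.2e-07). Pde10a, a phosphodiesterase that degrades cyclic nucleotides, had a log2 fold change of -2.12 (standard error 0.15, adjusted p = 6.4e-09) there. Cartpt, the precursor of an appetite-suppressing peptide, had a log2 fold change of -3.29 (standard error 0.61, adjusted p = 0.0012) in the prefrontal cortex, and Acox2, an enzyme of bile acid and branched fatty acid oxidation, one of 3.64 (adjusted p = 4.01e-06). The Goto-Kakizaki effect itself differed between both regions for 52 probes, 33 with a higher and 19 with a lower effect in the hippocampus. Among them, the effect on Gpr149, an orphan G protein-coupled receptor, was higher in the hippocampus by 1.84 (adjusted p = 0.0011) on the log2 scale. The calls of Cxcl13 and Acox2 ended with normexp background correction, and that of Cartpt when the region was fitted alone and when the 2 groups were fitted alone. The count of 52 probes was 137 with the region fitted alone, 538 with array weights, 591 with slides 5 to 7 as covariates (an alternative chosen after seeing the data), 86 without a fold threshold, 29 without a filter, 28 with the replicate number as a block, 4 with normexp background correction, 7 without slide 6 (left out after seeing the data), 13 without hippocampus Goto-Kakizaki replicate 1 or hippocampus control replicate 2, 15 without hippocampus or prefrontal cortex Goto-Kakizaki replicate 3, 18 without hippocampus Goto-Kakizaki replicate 2, hippocampus control replicate 1 or prefrontal cortex control replicate 3, 19 without prefrontal cortex Goto-Kakizaki replicate 2 and 34 without hippocampus control replicate 3.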

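Ftcd, an enzyme of histidine breakdown and folate metabolism, was higher in Goto-Kakizaki rats than in controls with a log2 fold change of 1.64 (adjusted p = 5.6e-08) in the hippocampus and 2.26 (adjusted p = 3.4e-10) in the prefrontal cortex. Trim16, which encodes a ubiquitin ligase of the tripartite motif family, had a log2 fold change of -3.67 (adjusted p = 1.6e-09) in the hippocampus. In all, 381 probes were called in both regions in the same direction, 127 higher and 254 lower, and 0 in opposite directions by limma, where independent lists of these sizes would share 7.41, a number that leaves out the animals common to both regions. With normexp background correction 154 were shared, under the methods' t-test with adjustment 72, and without a fold threshold 889. Additional file 1 lists 83 probes for both regions. Of these, 78 were called in the hippocampus and 80 in the prefrontal cortex, all in the listed direction, with a median log2 change in that direction of 1.65 and 1.74. These probes were selected on the same samples, so their direction is not independent evidence. The call of Ftcd in the Goto-Kakizaki hippocampus ended with normexp background correction. Ftcd was also called higher in streptozotocin-treated rats. Its log2 fold changes there were 1.19, 1.87 and 2.26 in the hippocampus, prefrontal cortex and striatum (adjusted p from 1.2e-09 to 3.5e-05). Trim16 was also called lower in streptozotocin-treated rats, with -3.37 in the hippocampus and -3.78 in the prefrontal cortex. In their striatum it was at least 17.6-fold lower.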

Of them, 83 were found in both brain territories. In contrast, only 3 genes with altered expression were identified in the striatum, although they were found in the other two regions as well (Table 1 for detailed gene lists, see Additional File 1). 

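Ccng1, which encodes the p53 target cyclin G1, had a log2 fold change of -3.11 (standard error 0.12, adjusted p = 2.1e-13) in the striatum of Goto-Kakizaki rats against controls. Mobp, which encodes a protein of the myelin sheath, had a log2 fold change of -1.79 (adjusted p = 2.1e-07), and a probe without a gene name (A_44_P577060) one of 2.02 (adjusted p = 9.9e-10). These 3 probes are the ones Additional file 1 lists for all regions, chosen there on the same samples, and they were also called in the hippocampus and the prefrontal cortex. Of the 83 probes that it lists for the hippocampus and the prefrontal cortex, 72 were called in the striatum, all in the listed direction, with a median log2 change of 1.64 in that direction. Of the 942 striatal probes, 366 were called in the same direction in the hippocampus (1 in the opposite direction), 404 in the prefrontal cortex and 294 in both, where independent lists would share 8.38, 10.8 and 0.104, again without regard to the animals that the regions share.

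**Figure D2:**
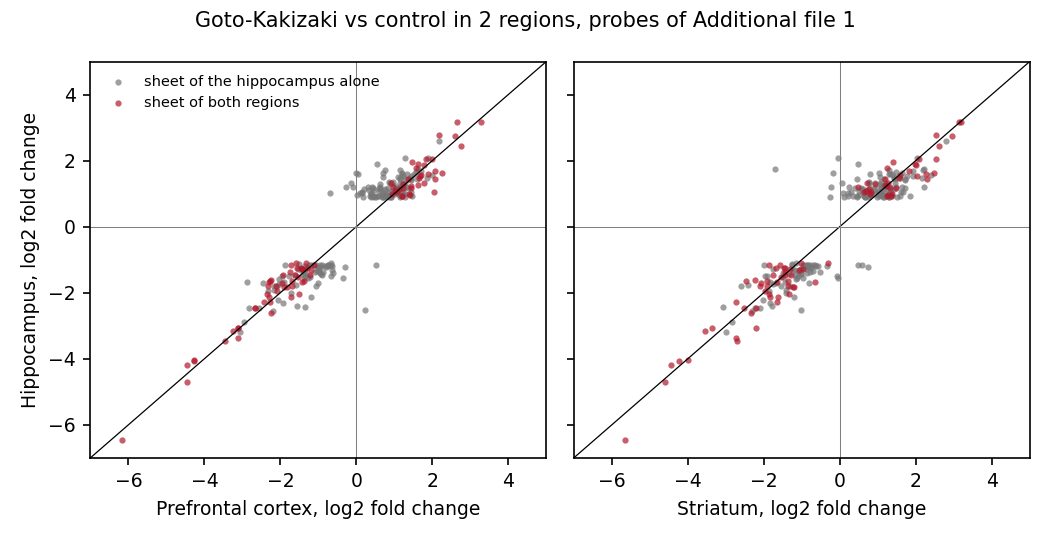
Log2 fold change of Goto-Kakizaki against control rats in the hippocampus (vertical axis) and in the prefrontal cortex or the striatum (horizontal axes) for the probes that Additional file 1 lists for the hippocampus alone (grey) or for both regions (red), with a line where both values are equal. Of the red points, 72 were called in the striatum.

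A second probe of Ccng1 had log2 fold changes of 0.02 in the hippocampus, 0.02 in the prefrontal cortex and -0.73 in the striatum, and was called in none of these, and other probes of Mobp had -0.41 and -1.14 in the striatum. Every one of these striatal calls ended under the methods' t-test with adjustment. That test called 0 probes in the striatum, against 669 before adjustment and 8465 at an unadjusted p under 0.05 from limma. The probe without a gene name was also called higher in streptozotocin-treated rats, with 1.33, 1.55 and 1.54 in the hippocampus, prefrontal cortex and striatum. The listed probes of Ccng1 and Mobp were not called in these rats.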

In summary, we obtained a cohort of region-specific or overlapping expression alterations in the Goto-Kakizaki rat model save the striatum that did not show any region-specific patterns at all.

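Akap3, which encodes a scaffold protein for protein kinase A, had a log2 fold change of 1.63 in the hippocampus and -0.19 in the striatum of Goto-Kakizaki rats, a difference of 1.82 (standard error 0.21, adjusted p = 0.00019). Gcnt2, which encodes an enzyme of branched glycan synthesis, differed between the hippocampus and the striatum by 1.89 (adjusted p = 1.1e-05) and between the prefrontal cortex and the striatum by 1.61 (adjusted p = 0.00017). Grm2, the metabotropic glutamate receptor 2, differed between the prefrontal cortex and the striatum by 1.40 (adjusted p = 0.021), and Cyp27a1, which oxidises cholesterol, between the hippocampus and the striatum by -1.85 (adjusted p = 0.011). Tests of the difference itself called 104 probes for the hippocampus against the striatum (47 with a higher and 57 with a lower effect in the hippocampus) and 35 for the prefrontal cortex against the striatum (12 and 23). The call of Akap3 for the difference between the hippocampus and the striatum ended with normexp background correction, that of Gcnt2 for the difference between the prefrontal cortex and the striatum when the 2 groups were fitted alone, that of Grm2 for the difference between the prefrontal cortex and the striatum with normexp background correction, when the region was fitted alone and when the 2 groups were fitted alone, and that of Cyp27a1 for the difference between the hippocampus and the striatum with normexp background correction, when the region was fitted alone, when the 2 groups were fitted alone, with the slide as a block, with slides 5 to 7 as covariates and without slides 5 to 7. On leaving out 1 pool, the call of Grm2 for the difference between the prefrontal cortex and the striatum ended without prefrontal cortex Goto-Kakizaki replicate 2 (log2 1.31), without prefrontal cortex Goto-Kakizaki replicate 3 (log2 1.32), without prefrontal cortex control replicate 3 (log2 1.30) and without striatum control replicate 2 (log2 1.25). Of 100 groupings of the same arrays, 5 gave counts as large for the 104 probes and 9 for the 35, and 2 and 3 did when the mean strain effect of the regions was taken off first, a version chosen after the first was seen. The first version carries the strain effect itself and the second still held counts of 261 and 977, so chance is left open for both. The count of 104 was 33, 46 and 26 without hippocampus Goto-Kakizaki replicates 1, 2 and 3, 37, 40 and 36 without hippocampus control replicates 1, 2 and 3, 426 and 43 without striatum Goto-Kakizaki replicates 1 and 2, and 562, 36 and 69 without striatum control replicates 1, 2 and 3. The count of 35 was 58 and 56 without striatum Goto-Kakizaki replicates 1 and 2, 14 without prefrontal cortex control replicate 3, and 161 and 23 without striatum control replicates 1 and 2. With normexp background correction the counts were 3 and 1, with the region fitted alone 18 and 7, with the 2 groups alone 8 and 0 (35 by limma with all arrays), and with array weights 205 and 158. The 104 probes were 19 with the slide as a block, 66 with the replicate number as a block, 228 without a fold threshold and, in settings chosen after seeing the data, 29 with slides 5 to 7 as covariates and 30 without these slides. The 35 probes were 20 with a stricter filter and 1617 with slides 5 to 7 as covariates. When scaled to the 50th percentile they were 264 (201 higher and 63 lower) and 46 (27 and 19).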

**Table 1:** Number of genes with significant expression changes in specific brain areas of diabetes models vs. control rats.

	Type 2 diabetes model			Type 1 diabetes model		
	Hipp	Pfc	Str	Hipp	Pfc	Str
Statistical analysis	504	232	3	7	0	0
Post-screening	266	147	3	0	0	0
Genes in significant pathways	64	36	0	0	0	0
Genes to be validated*	42	27	0	0	0	0
**Validated genes**	**30**	**22**	0	0	0	0

The table represents significant genes remaining following each stage of the normalization-evaluation procedure. For details, see Methods and Results sections. Abbreviations used: Hipp: hippocampus; Pfc: prefrontal cortex; Str: striatum.

* Reduction was due to technical criteria of the TaqMan RT-PCR system (only genes with commercially available TaqMan probes could be validated).

Next, we wished to assign biological relevance to our gene lists by ordering them in biochemical pathways. The Biological Process domain of the Gene Ontology database provided the most extensive pathway assignment. 64 genes from the hippocampus and 36 from the prefrontal cortex were found to be members of certain pathways (Table 1).

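Mx2, an antiviral GTPase, had a log2 fold change of 2.07 (adjusted p = 2.98e-07) in the hippocampus of Goto-Kakizaki rats and 1.88 in the prefrontal cortex. Irf7, the transcription factor that drives interferon production, had 1.45 (adjusted p = 0.0047) and 2.08, and Oas1a, which makes the activator of the antiviral RNase L, had 1.53 (adjusted p = 0.0013) and 1.68. Of 31 measured interferon-stimulated genes, 7 were higher and 1 lower in the hippocampus (7 and 2 when adjusted over the list alone), and 9 were higher and 1 lower in the prefrontal cortex (9 and 1 when adjusted over the list alone). The median log2 fold change of the list was 0.50 in the hippocampus (camera adjusted p = 1.6e-09, adjusted p = 0.23 with an estimated correlation) and 0.70 in the prefrontal cortex (camera adjusted p = 4.7e-07, adjusted p = 0.31 with an estimated correlation). In the same hippocampal arrays, 0 of 15 choroid plexus markers were called (0 when adjusted over the list alone), with a median of 1.17 (camera adjusted p = 0.00026, adjusted p = 0.59 with an estimated correlation) and means per pool of 2.68, -0.11 and 1.79 in Goto-Kakizaki rats against -1.28, -1.18 and 2.41 in controls, and 2 of 8 red cell and plasma genes were higher (2 when adjusted over the list alone), with a median of 0.67 (camera adjusted p = 0.00101, adjusted p = 0.23 with an estimated correlation). In the prefrontal cortex 1 of these 8 genes was higher (3 when adjusted over the list alone), with a median of 0.54 (camera adjusted p = 0.044, adjusted p = 0.55 with an estimated correlation). With the slide as a block the hippocampal median of the interferon-stimulated genes was 0.38, and within slide 2 it was 0.47. Mx2, Irf7 and Oas1a are also among the genes the study picked from these samples. The call of Irf7 in the hippocampus ended with the slide as a block and within slide 2, those of Irf7 in the prefrontal cortex and Oas1a in the prefrontal cortex with slides 5 to 7 as covariates, and that of Oas1a in the hippocampus within slide 2.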

Finally, gene expression changes fulfilling the criteria of mathematical-statistical selection and pathway analysis were validated by real time PCR using TaqMan Low Density Arrays. It should be noted that only genes with commercially available TaqMan probes could be analyzed. Therefore, 42 out of the 64 hippocampal and 27 out of the 36 prefrontal genes were subject to validation. Finally, 30 genes from the hippocampus (71%) and 22 genes from the prefrontal cortex (82%) were validated (Table 2; for detailed gene lists, see Additional File 2). According to our results, 9 genes showed changes both in the hippocampus and in prefrontal cortex in the type 2 diabetes model (for a detailed list, see Additional File 2). 

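Prim1, the catalytic subunit of DNA primase, had a log2 fold change of -1.44 (adjusted p = 2.03e-05) in the hippocampus of Goto-Kakizaki rats against controls. Cdk10, a kinase of the cell cycle, had one of -1.31, and Stat3, a transcription factor of cytokine and leptin signalling, -1.37. Ednrb, the endothelin receptor needed for neural crest development, had a log2 fold change of 1.48 and Zeb2, a transcription factor of neural development, -1.29. In lipid metabolism, Acaa2, an enzyme of mitochondrial fatty acid oxidation, had -1.29, while Gm2a, the activator of ganglioside breakdown, had 0.93 (adjusted p = 7e-05), below a 2-fold change. Agrp, which encodes an appetite-stimulating peptide, had 0.91 (adjusted p = 0.0048), also below a 2-fold change. Of 24 measured genes of the response to oxidative stress, 0 were higher and 1 lower (camera adjusted p = 0.895), of 22 genes of the response to DNA damage 0 were higher and 1 lower (0.895), and of 18 cell cycle genes 1 was higher and 1 lower (0.17), with the same counts when adjusted over the list alone. Of 31 neuropeptides and feeding genes, 0 were called (1 higher when adjusted over the list alone) and the median log2 fold change was 0.18 (camera adjusted p = 0.0056, adjusted p = 0.302 with an estimated correlation), 0.17 with the slide as a block and 0.23 within slide 2. A second probe of Prim1 had a log2 fold change of -0.89, and a second probe of Stat3 had 0.28, neither of them called. The calls of Zeb2 and Acaa2 ended within slide 2. In the paper's Table 2, Stat3, Ednrb and Zeb2 stand outside the RT-PCR list of changed genes, and Acaa2 stands both inside and outside it.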

Finally, pathway analysis revealed that most genes with altered expression patterns in the hippocampus are involved in oxidative stress and DNA damage signaling, cell cycle regulation, development and lipid metabolism of the central nervous system as well as in the regulation of feeding behavior (Table 2 and Figure 1).

**Table 2:** List of significant pathways in the hippocampus of type 2 diabetic rats.

GO Biological processes	HIPPOCAMPUS	Validated	Not validated
Insulin/GH secretion	GO:30073: insulin secretion	**Gal**	
	GO:30252: growth hormone secretion	**Gal**	

Oxidative stress DNA damage cell cycle	GO:6950: response to stress	**Gal**	
	GO:305: response to oxygen radical	Cxcl4(Pf4)	
	GO:303: response to superoxide	Akap3	
	GO:302: response to reactive oxygen species	**Gal**	Nudt15_predicted
	GO:15992: proton transport	Ucp2	
	GO:6977: DNA damage response, signal transduction by p53 class mediator resulting in cell cycle arrest	Ptprv	
	GO:42770: DNA damage response, signal transduction	Ftcd	
	GO:7346: regulation of progression through mitotic cell cycle	Snf1lk	
	GO:6269: DNA replication, synthesis of RNA primer	NM_001008768 (Prim1)	
	GO:7089: traversing start control point of mitotic cell cycle	Cdk10	

Lipid metabolism	GO:1573: ganglioside metabolism	Gm2a	
	GO:6695: cholesterol biosynthesis	Acaa2	Acaa2

Eating/feeding behavior	GO:7631: feeding behavior	**Gal**, Agrp	
	GO:42755: eating behavior	Agrp	Stat3

Development of the nervous system	GO:7399: nervous system development	**Gal, Mobp, Mobp, Cntn3**	Ednrb, RGD1311340_predicted, Stat3, XM_242005
	GO:7422: peripheral nervous system development	Sncg	Ednrb

Others	GO:50776: regulation of immune response	**Gal**, Il22ra2	
	GO:6952: defense response	Mx2	
	GO:7194: negative regulation of adenylate cyclase activity	**Grm2**	
	GO:6032: chitin catabolism	Chi3l1	
	GO:42572: retinol metabolism	Retsat	
	GO:45123: cellular extravasation	Itgam	
	GO:19637: organophosphate metabolism	Pter	
	GO:6928: cell motility	Akap3, **Grm2**	Stat3
	GO:9615: response to virus	Mx2, Oas1	XM_215121

Data were obtained using the GO pathway analysis software; specific GO pathway identification numbers are provided in the second column. "Validated genes" were confirmed by quantitative PCR analysis. Validated genes found in more than 2 significant pathways are shown in bold.

**Figure 1:**
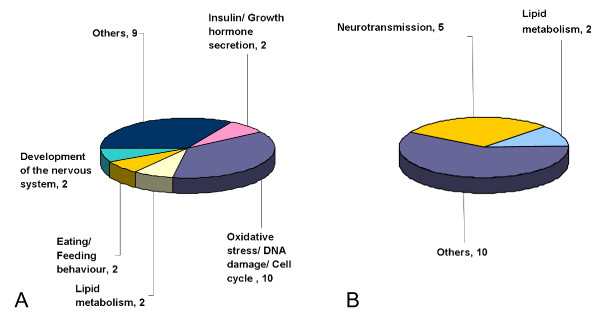
**Distribution of significant genes by functional categories in the hippocampus (A) and in the prefrontal cortex (B) of Goto-Kakizaki rats**. The number of significantly altered pathways is also indicated in each category.

Regarding the prefrontal cortex, perturbed expression of a set of neurotransmission and lipid metabolism related genes has been unveiled with significant overlap with the hippocampal alterations (Table 3 Additional File 2 and Figure 1). These findings seem to be consistent with functional cerebral impairments described in diabetic individuals such as cognitive deficit, increased appetite and food ingestion, and development of depression [22]. It would be of importance to clarify whether genes with altered expression patterns are controlled by insulin-dependent transcription factors such as members of the forkhead (*FOXO*) family [23].

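Grm2, a glutamate receptor that dampens transmitter release, had a log2 fold change of 2.05 (standard error 0.18, adjusted p = 7.7e-08) in the prefrontal cortex of Goto-Kakizaki rats, and Gabra4, a subunit of the GABA-A receptor, one of 1.15 (adjusted p = 0.00011). Slc17a6, which loads glutamate into synaptic vesicles, had -2.21 (adjusted p = 0.0015), Colq, which anchors acetylcholinesterase, -1.16 (adjusted p = 9.2e-06), and Nr4a3, an activity-induced nuclear receptor, -1.98 (adjusted p = 0.00013), with 2 other probes at -0.44 and -0.72 that were not called. Of 34 measured synaptic genes, 5 were higher and 2 lower (5 and 2 when adjusted over the list alone), with a median log2 fold change of 0.35 (camera adjusted p = 0.00025, adjusted p = 0.23 with an estimated correlation). In lipid metabolism, Gm2a had a log2 fold change of 1.19 (adjusted p = 2.3e-06), and it had 1.34 in the striatum. Of 23 genes of cholesterol synthesis, 0 were called (0 when adjusted over the list alone), with a median of 0.13 (camera adjusted p = 0.021, adjusted p = 0.66 with an estimated correlation). Of 16 striatal neuron markers 5 were lower (5 when adjusted over the list alone, median log2 fold change -0.49, camera adjusted p = 0.0013, adjusted p = 0.66 with an estimated correlation), and of 16 markers of meninges and mural cells 3 were lower (4 when adjusted over the list alone, median -0.68, camera adjusted p = 2.8e-05, adjusted p = 0.23 with an estimated correlation). Their means per pool in controls were unequal, at 0.99, -0.17 and 1.24 for the striatal markers. The call of Colq ended with normexp background correction, and that of Nr4a3 with slides 5 to 7 as covariates. With 1 pool left out, the call of Gabra4 ended without prefrontal cortex Goto-Kakizaki replicate 1 (log2 0.94). In the prefrontal cortex of streptozotocin-treated rats, Grm2 had a log2 fold change of 1.63 (adjusted p = 1.8e-05) and was also called. Slc17a6, Colq, Nr4a3 and Gm2a were not called there.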

**Table 3:** List of significant pathways in the prefrontal cortex of type 2 diabetic rats.

GO Biological processes	PREFRONTAL CORTEX	Validated	Not validated
neurotransmission	GO:7611: learning and/or memory	**Galr2, Prkcc, Gm2a**	
	GO:7268: synaptic transmission	**Galr2, Prkcc, Grm2**	
	GO:1507: acetylcholine catabolism in synaptic cleft	Colq	
	GO:1504: neurotransmitter uptake	Slc17a6	
	GO:17158: regulation of calcium ion-dependent exocytosis	Trpv6	

lipid metabolism	GO:1573: ganglioside metabolism	Gm2a	
	GO:45332: phospholipid translocation	Abca1	

others	GO:9649: entrainment of circadian clock	Bhlhb2	
	GO:8228: opsonization	Cd47	
	GO:6032: chitin catabolism	Chi3l1	
	GO:6547: histidine metabolism	Ftcd	
	GO:7497: posterior midgut development	Ret	
	GO:30277: maintenance of gastrointestinal epithelium	Tff1	
	GO:6936: muscle contraction	**Galr2**, Lsp1	Sgca_predicted
	GO:19882: antigen presentation	NM_001008842, RT1-Aw2 (Y13890)	
	GO:9615: response to virus	Oas1	XM_215121
	GO:7635: chemosensory behavior	Prkcc, Prkce	Prkce

Data were obtained using the GO pathway analysis software; specific GO pathway identification numbers are provided in the second column. "Validated genes" were confirmed by quantitative PCR analysis. Validated genes found in more than 2 significant pathways are shown in bold.

## Discussion

Insulin regulates gene expression via a set of transcription factors including the *FOXO *family [24]. As insulin and its receptors are both known to be expressed and to govern important functions in the brain, it seemed reasonable to search for altered gene expression patterns in animal models of type 1 and type 2 diabetes characterized by absolute or relative insulin deficiency. Here we demonstrated a substantial difference in the gene expression pattern of type 2 diabetic rats vs. control animals. The genetically determined, spontaneously diabetic Goto-Kakizaki rats exhibited profound gene expression alterations suggesting that long-standing impairment of insulin signaling has a well detectable effect on the central nervous system. On the other hand, we could hardly detect any alterations in the streptozotocin-induced diabetic animal model (Table 1), suggesting that acute insulin deficiency and/or elevated blood sugar levels do not influence significantly the cerebral gene expression pattern, or at least it is undetectable four weeks after the streptozotocin treatment in a microarray based experiment. It is tempting to speculate that streptozotocin-induced diabetic rats might successfully compensate peripheral insulin deficiency by increased cerebral insulin production. However, this presumption seems to contradict the fact that activation of the *ins2 *gene was not detected - maybe due to low sensitivity of the whole genome custom array.

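S100b, which encodes a calcium-binding protein of astrocytes, had a log2 fold change of 6.12 (standard error 0.20, adjusted p = 2.8e-14) in the hippocampus of streptozotocin-treated rats against controls, 5.78 in the prefrontal cortex and 5.66 in the striatum. Vezf1, a transcription factor of blood vessel development, had a log2 fold change of 2.02 (adjusted p = 3.7e-08) in the prefrontal cortex and 2.33 in the striatum. Trim16, also called lower in Goto-Kakizaki rats (-3.67 in the hippocampus), had a log2 fold change of -3.37 (adjusted p = 3.6e-08) in the streptozotocin hippocampus. It had -3.78 in the prefrontal cortex of streptozotocin-treated rats and was at least 17.6-fold lower in their striatum (adjusted p = 9.6e-10). In all, 50 probes were called in all 3 regions in the same direction, 29 higher and 21 lower, where independent lists of these sizes would share 0.00299. The regions come from the same animals, which that number leaves out. An effect of streptozotocin or diabetes on these probes is not separated from the origin of the animals. A genetic background that differs from that of the controls is a candidate explanation. A sequence variant under the probe cannot be told apart. In the hippocampus the mean log2 signal of S100b relative to the 75th percentile was -4.88 in Goto-Kakizaki and 1.74 in streptozotocin-treated rats.

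**Figure D3:**
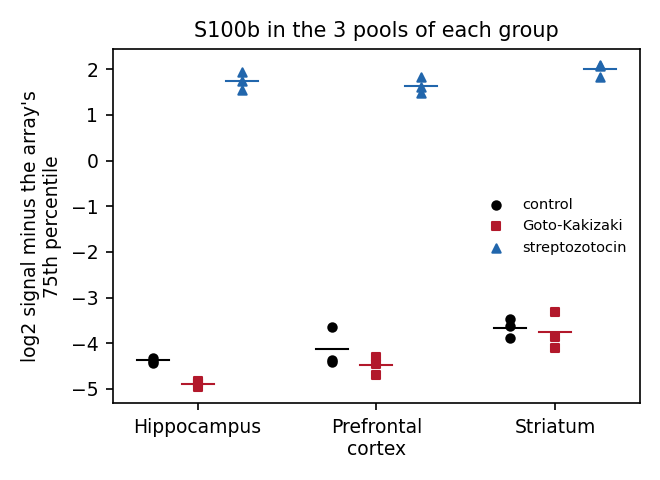
S100b in the 3 pools of each group, as the log2 signal minus the array's 75th percentile (vertical axis), by brain region (horizontal axis) and animal group. Each point is a pool and each line a group mean. All streptozotocin pools lie above all control and Goto-Kakizaki pools of their region. An effect of streptozotocin or diabetes is not separated here from the origin of the animals.

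The number of probes called in all 3 regions was 11 with normexp background correction and 12 when the 2 groups were fitted alone. It was 29 when the region was fitted alone and 30 with a stricter filter. With slides 5 to 7 as covariates, an alternative chosen after seeing the data, it was 26. The number rose to 77 with array weights and to 129 without a fold threshold. The methods' t-test called 0 with adjustment and 47 before it. At an unadjusted p under 0.05, limma had 4441, 4727 and 5562 probes in the hippocampus, prefrontal cortex and striatum. Within the slides that streptozotocin and control arrays of the prefrontal cortex share, S100b changed by 5.89, 5.48 and 5.97 on slides 5, 6 and 7.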

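Ins2, which encodes one of the rat insulin precursors, had a log2 fold change of -0.16 (adjusted p = 0.92) in the hippocampus of streptozotocin-treated rats, -0.24 (adjusted p = 0.87) in the prefrontal cortex and 0.45 (adjusted p = 0.53) in the striatum. In the hippocampus its log2 signal relative to the 75th percentile of the array was -3.14 ± 0.78 (SD, n = 3 pools) in streptozotocin-treated rats and -2.98 ± 0.05 in controls. The Ins2 probe was well above background on all 3 arrays of every group, so its signal was measured, and its changes did not exceed the spread between pools.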

Three main brain regions have been studied here: the prefrontal cortex and hippocampus were analyzed due to their well-known roles in learning and memory formation, while the striatum seemed to be an easily dissectable control region where no insulin action had been presumed. It is also interesting to note that streptozotocin-treted rats exhibited some gene expression alterations in the hippocampus only. These observations are in a good agreement with the findings of Agrawal et al., showing that insulin and its receptor are mostly expressed in this brain region, and intracerebroventricular administration of streptozotocin induced memory deficit in rats [25].

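Ccl6, a chemokine of macrophages, had a log2 fold change of 2.27 (standard error 0.20, adjusted p = 5.7e-07) in the hippocampus of streptozotocin-treated rats, and Alb, serum albumin, one of 2.06 (adjusted p = 1.8e-06). Ascl3, a transcription factor, had -2.51 (adjusted p = 1.8e-07), and Aadat, which makes kynurenic acid, a blocker of glutamate receptors, had 1.30 (adjusted p = 0.0012). Of these, Ccl6 had a log2 fold change of 1.84 in the prefrontal cortex and 2.46 in the striatum, and Ascl3 had -2.13 and -2.41. Alb had 1.40 in the prefrontal cortex and 1.49 in the striatum. All of these were differentially expressed. Aadat had 0.72 (adjusted p = 0.065) in the prefrontal cortex and 0.46 (adjusted p = 0.24) in the striatum and was not called there. The other 2 probes of Alb were well above background on 0 of the 27 arrays. Whether the effect of streptozotocin differed between the regions was not tested. Of 15 measured choroid plexus markers, 0 were called in the hippocampus (1 lower when adjusted over the list alone), with a median log2 fold change of -1.32 (camera adjusted p = 2.97e-05, adjusted p = 0.85 with an estimated correlation), and the mean deviation of these markers in the control pools was -1.28, -1.18 and 2.41, so that 1 pool sets this median. Compared with Goto-Kakizaki rats, 53 hippocampal probes were called in both models in the same direction (4 opposite), 69 in the prefrontal cortex (6 opposite) and 95 in the striatum (6 opposite), where independent lists would share 1.86, 4.2 and 4.02 and simulated unchanged groups against the same controls shared 0. The changes of both models correlated at 0.242, 0.264 and 0.0874 over the tested probes of the hippocampus, prefrontal cortex and striatum, against 0.501, 0.500 and 0.502 for simulated unchanged groups. The simulation takes the arrays as independent, which those of the prefrontal cortex on slides 5 to 7 are not. The simulated overlap leaves out the effects and that of independent lists leaves out the shared controls, so an excess over either is not shown to be a shared effect, and part of it can come from the shared controls. The call of Aadat ended with normexp background correction, when the 2 groups were fitted alone and with slides 5 to 7 as covariates. In Goto-Kakizaki rats Ascl3 was also called lower, with -2.77, -2.26 and -2.04 in the hippocampus, prefrontal cortex and striatum. Alb was called higher there in the hippocampus (1.19) and the striatum (1.10), and Ccl6 in the striatum alone (1.01).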

Streptozotocin has been proven to induce insulin deficiency and hyperglycemia (≥ 15 mM) within 72 hours in treated animals, and they were alive for 4 weeks following beta-cell destruction. In our opinion, this time window should have been enough to alter gene expression profiles in the brain as there are several reports highlighting the early effects of streptozotocin on gene expression in various organs [26]. The major drawback of the global microarray method is its minor sensitivity compared to that of TaqMan-based quantitative reverse transcription PCR assays. However, the high RT-PCR validation rate of microarray data in Goto-Kakizaki rats (71% in the hippocampus and 82% in the prefrontal cortex, respectively) convinced us of the reasonably good reliability of the chip hybridization technique. Theoretically, some minor gene expression alterations in the brains of type 1 diabetic model animals might have been left undetected by the chip hybridization technique, therefore, we are committed to validate the "non-changed" status of a set of genes which were significantly altered in type 2 diabetic animals using open-array real-time PCR assays.

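Gal, which encodes the neuropeptide galanin, had a log2 signal relative to the 75th percentile of the array of 1.74 ± 0.07 (SD, n = 3 pools) in the hippocampus of Goto-Kakizaki rats and 0.73 ± 0.09 in controls. This is a log2 fold change of 1.01 (standard error 0.34, adjusted p = 0.11), which did not pass the test. All 3 Goto-Kakizaki pools lay above all 3 control pools. The log2 fold change in the hippocampus of streptozotocin-treated rats was 1.12 (adjusted p = 0.094). In Goto-Kakizaki rats it was -0.69 in the prefrontal cortex and 0.23 in the striatum.

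**Figure D4:**
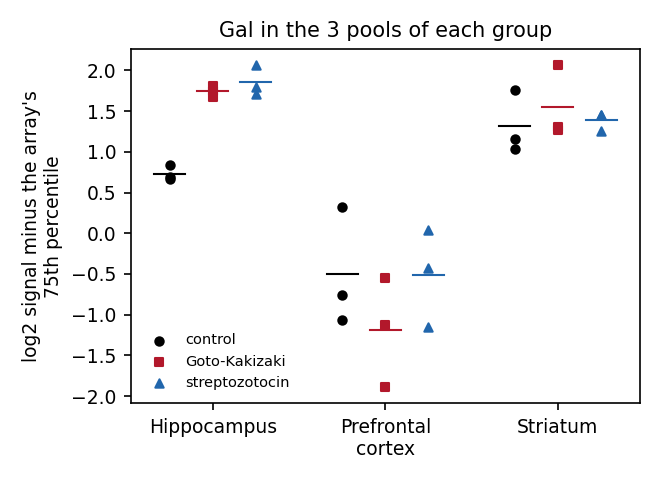
Gal in the 3 pools of each group, as the log2 signal minus the array's 75th percentile (vertical axis), by brain region (horizontal axis) and animal group. Each point is a pool and each line a group mean. The pools of the prefrontal cortex spread more widely than those of the hippocampus.

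Gal was called in the Goto-Kakizaki hippocampus when the region was fitted alone, when the 2 groups were fitted alone, under the methods' t-test, under the methods' t-test before adjustment, with array weights and without slides 5 to 7, all of which take the spread from fewer or differently weighted arrays.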

Analyzing the specific genes, the mRNA levels of galanin, an inhibitory neuropeptide with pleiotropic roles were substantially upregulated in the hippocampus. Notably, galanin were identified in almost all perturbed pathways of the hippocampus (Table 2). Our results corroborated the findings of Mei et al. who detected elevated galanin expression in the celiac ganglion in diabetic rats [27]. Intracerebroventricular administration of galanin or its overexpression in transgenic mice was shown to compromise hippocampus-dependent learning processes [28,29]. Galanin has been proposed to play a role in depression-like behavior [30]. On the other hand, improvement of cognitive functions has been reported in animals treated with galanin receptor antagonists [28]. As cerebral insulin deficiency presents with similar symptoms, it is tempting to speculate that impairment of cerebral functions in diabetes might be mediated at least in part by elevated galanin levels. This assumption is supported by the fact that plasma galanin levels have been found to be significantly elevated in patients with type 2 diabetes [31], and increased plasma galanin levels were measured following oral glucose load in a healthy population [32]. If we managed to find a causal relationship between cerebral insulin deficiency and galanin overexpression, we might be able to ameliorate cerebral symptoms of diabetes via pharmacological modulation of galanin receptors and to slow down the progression of type 3 diabetes [20].

The role of galanin receptors is also highlighted by our results which demonstrated altered galanin receptor 2 expression levels in the prefrontal cortex (Table 3). 

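Galr2, the galanin receptor that raises intracellular calcium, had a log2 signal relative to the 75th percentile of the array of -5.14 ± 0.14 (SD, n = 3 pools) in the prefrontal cortex of Goto-Kakizaki rats, against -3.63 ± 0.10 in controls. This is a log2 fold change of -1.51 (standard error 0.26, adjusted p = 0.00059). It was -0.13 (adjusted p = 0.897) in the hippocampus and 0.19 (adjusted p = 0.67) in the striatum, and 0.08 (adjusted p = 0.96) in the prefrontal cortex of streptozotocin-treated rats. The difference of the Goto-Kakizaki effect between the prefrontal cortex and the striatum was -1.70 (adjusted p = 0.076). The call of Galr2 in the prefrontal cortex ended with normexp background correction.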

Type 2 galanin receptors are mostly expressed in the perikaryon of neurons, mediating calcium signals and promoting the survival of neurons [33], and their stimulation reportedly elicited antidepressive effects [34].

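Chi3l1, which encodes a secreted chitinase-like protein, had a log2 fold change of -2.12 (standard error 0.16, adjusted p = 1.3e-08) in the hippocampus of Goto-Kakizaki rats against controls, -1.72 in the prefrontal cortex and -1.64 in the striatum. In streptozotocin-treated rats it was 0.03 (adjusted p = 0.96) in the hippocampus. Sncg, which encodes gamma-synuclein, had -2.40 (adjusted p = 6.2e-05) in the hippocampus of Goto-Kakizaki rats, -1.57 (adjusted p = 0.0042) in the prefrontal cortex and -1.77 (adjusted p = 0.0012) in the striatum. In streptozotocin-treated rats Sncg had -1.61 (adjusted p = 0.011) in the hippocampus, -1.35 (adjusted p = 0.033) in the prefrontal cortex and -1.49 (adjusted p = 0.017) in the striatum.

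**Figure D5:**
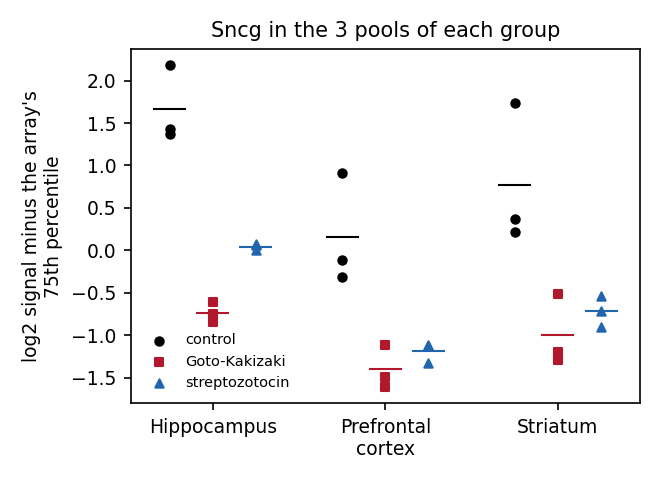
Sncg in the 3 pools of each group, as the log2 signal minus the array's 75th percentile (vertical axis), by brain region (horizontal axis) and animal group. Each point is a pool and each line a group mean. The mean of both diabetic groups lies below that of the controls in every region.

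In Goto-Kakizaki rats every call of Sncg ended under the methods' t-test, those of the prefrontal cortex and the striatum also when the 2 groups were fitted alone, and that of the striatum when the region was fitted alone. In streptozotocin-treated rats the call of Sncg ended in the hippocampus without hippocampus control replicate 1 (log2 -1.35), in the prefrontal cortex on leaving out control replicate 1 (-0.97), control replicate 3 (-1.49) or any streptozotocin replicate (-1.38, -1.28 and -1.39), as well as with the replicate number as a block (adjusted p = 0.0601), and in the striatum on leaving out control replicate 1 (-1.01) or streptozotocin replicate 1 (-1.40).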

Apart from galanin and its receptor, there are several other validated genes as well, which have already been implicated in the pathogenesis of both diabetes and psychiatric disorders in some respect. For instance, *Chi3l1 *(*YKL-40*, chitinase 3-like 1) has recently been shown to represent an obesity-independent novel marker of type 2 diabetes [35]. On the other hand, *Chi3l1 *has been regarded as a schizophrenia susceptibility gene, a mediator of stress-induced cellular responses [36]. *SNCG *(synuclein gamma) has recently been termed an adipocyte-neuron gene that is coordinately expressed with leptin in human obesity and might promote adipocyte differentiation [37]. Apart from its well-known role in the development of neurodegenerative diseases [38], *SNCG *has also been implicated in depression [39], dopamine release [40] and as an interacting partner of the dopamine transporter in rats [41].

Perturbation of brain signaling pathways could also be a very important hallmark of type 2 diabetes. Here we identified three genes of cerebral signaling (protein kinase C gamma and epsilon, and the *RET *tyrosine kinase) with altered cerebral expression profiles in Goto-Kakizaki rats. They have been shown to play a pathophysiological role in brain dysfunction previously. For instance, expression of the neuron-specific gamma isoform of protein kinase C (*Prkcc*) that has been implied in the regulation of learning and memory formation (Additional File 2) was more than twofold upregulated in the prefrontal cortex of Goto-Kakizaki rats (Additional File 2). Schlaepfer et al. demonstrated that certain polymorphisms of the *Prkcc *gene are associated with behavioral disinhibition and attention deficit hyperactivity disorder (ADHD) in humans, while *PKC-gamma *deficient mice exhibited impulsivity, anxiety and increased ethanol consumption [42]. 

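Prkce, which encodes the epsilon isoform of protein kinase C, is measured by 3 probes. The probe that Additional file 1 lists had a log2 fold change of 0.97 (adjusted p = 0.00062) in the prefrontal cortex of Goto-Kakizaki rats against controls, below a 2-fold change, and was not called. A second probe had 1.07 (standard error 0.18, adjusted p = 0.00036) and was called, and the last had 0.71. In the same order, the probes had 0.91, 0.98 (adjusted p = 0.00082) and 1.35 in the striatum and 0.17, 0.15 and 0.03 in the hippocampus. The call of the second probe ended under the methods' t-test, with slides 5 to 7 as covariates and without slide 6. It also ended without prefrontal cortex control replicate 3 (log2 0.99).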

Importantly, the epsilon isoform of *PKC *(*Prkce*) is also overexpressed in the type 2 diabetic model (Additional File 2). This kinase is reportedly involved in neuronal ion channel activation, apoptosis and insulin exocytosis. Recently, *Prkce *has been implicated in the loss of insulin secretory responsiveness during the development of type 2 diabetes [43], while others highlighted its role in the pathomechanism of drug dependence and addiction [44]. Shelton et al. revealed decreased *Prkce *protein levels in post mortem brain specimens of patients with major depression [45]. 

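Ret, which encodes the receptor tyrosine kinase for factors of the GDNF family, had a log2 signal relative to the 75th percentile of the array of -2.48 ± 0.12 (SD, n = 3 pools) in the prefrontal cortex of Goto-Kakizaki rats and -1.19 ± 0.07 in controls. This is a log2 fold change of -1.29 (standard error 0.18, adjusted p = 4.8e-05). It was -0.92 (adjusted p = 0.0025) in the hippocampus and in the striatum -0.64 (adjusted p = 0.021), both below a 2-fold change. In streptozotocin-treated rats it was 0.70 (adjusted p = 0.039) in the hippocampus and -0.02 (adjusted p = 0.98) in the prefrontal cortex. Other probes of Ret gave 0.19 and 0.23 in the Goto-Kakizaki prefrontal cortex and were not called. The call of Ret in the prefrontal cortex ended with normexp background correction and with slides 5 to 7 as covariates.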

Finally, we demonstrated changes in the expression level of the *RET *protooncogene, a receptor tyrosine kinase containing cadherin-like repeats in its extracellular domain, that plays a pivotal role in neural crest development. Mutations in this gene might elicit multiple endocrine neoplasia type 2B with diabetes [46]. Interestingly, *RET *activity has been shown to modulate and shape the brain dopaminergic systems which are known mediators of several personality traits [47].

As far as the theory of type 3 diabetes is concerned, our microarray data revealed a couple of genes which might provide a link between diabetes and neurodegeneration. Apart from the already mentioned synuclein gamma, uncupling protein 2 (*UCP2*), the ABC-transporter *ABCA1 *and the cell surface antigen *CD47 *should also be mentioned in this context. *UCP2*, a well-known inner mitochondrial membrane protein, responsible for energy dissipation and heat production, has been found to associate with obesity, diabetes and regulation of insulin secretion [48]. On the other hand, the *UCP2 *gene is induced in a ghrelin-dependent fashion and protects from neurodegeneration [49]. 

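Ucp2, which encodes a mitochondrial uncoupling protein, had a log2 signal relative to the 75th percentile of the array of -1.98 ± 0.11 (SD, n = 3 pools) in the hippocampus of Goto-Kakizaki rats and -0.83 ± 0.05 in controls. This is a log2 fold change of -1.15 (standard error 0.18, adjusted p = 0.00033). It was 0.51 (adjusted p = 0.091) in the prefrontal cortex and 0.60 (adjusted p = 0.035) in the striatum. The effect in the hippocampus differed from that in the prefrontal cortex by -1.66 (adjusted p = 0.0091) and from that in the striatum by -1.74 (adjusted p = 0.0031). Streptozotocin-treated rats had -0.54 (adjusted p = 0.14) in the hippocampus. The calls for the hippocampus and the difference between the hippocampus and the prefrontal cortex ended with normexp background correction, and that for the difference between the hippocampus and the striatum with normexp background correction, when the 2 groups were fitted alone and without slides 5 to 7.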

*UCP2 *expression was significantly downregulated in the hippocampus of our type 2 diabetic rat model (Additional File 1), implying that its neuroprotective effect might be absent from the diabetic brain.

Mutations in the cholesterol efflux pump *ABCA1 *have been associated with Tangier's disease. Beyond that, *ABCA1 *has been implicated in insulin secretion from pancreatic beta cells [50], and some single nucleoide polymorphisms (SNPs) of this gene have been demonstrated to associate with dementia (rs2230805) [51] and Alzheimer's disease (rs1800977 and rs2422493) [52]. 

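Abca1, which encodes a pump that moves cholesterol out of cells, had a log2 signal relative to the 75th percentile of the array of -3.03 ± 0.12 (SD, n = 3 pools) in the prefrontal cortex of Goto-Kakizaki rats and -1.85 ± 0.05 in controls. This is a log2 fold change of -1.17 (standard error 0.10, adjusted p = 6.4e-08). It was -1.05 (adjusted p = 3.7e-07) in the hippocampus and -0.65 (adjusted p = 0.00017) in the striatum, and in the prefrontal cortex of streptozotocin-treated rats it was -0.63 (adjusted p = 0.0016), below a 2-fold change. The call for the prefrontal cortex ended with normexp background correction and under the methods' t-test, and that for the hippocampus when scaled to the 50th percentile, with quantile normalization and with normexp background correction.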

We found significant downregulation of *ABCA1 *levels in the prefrontal cortex of Goto-Kakizaki rats (Additional File 2); hence it seems logical to assume that elevated cytosolic cholesterol levels might impair the viability of neurons via affecting membrane fluidity.

The gene for *CD47 *encodes a membrane protein which is involved in the increase in intracellular calcium concentration that occurs upon cell adhesion to the extracellular matrix. There is ample evidence supporting the role of *CD47 *in pancreatic insulin secretion [53]. Moreover, *CD47 *has been shown to interact with amyloid beta peptide in Alzheimer's disease [54]. 

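Cd47, which encodes a membrane protein that binds thrombospondin and integrins, had a log2 fold change of 1.08 (standard error 0.16, adjusted p = 0.00017) in the hippocampus of Goto-Kakizaki rats against controls. It was 1.01 (adjusted p = 0.00029) in the prefrontal cortex and 0.68 (adjusted p = 0.0075), below a 2-fold change, in the striatum. A second probe of Cd47 had -0.51 in the hippocampus, -0.11 in the prefrontal cortex and -0.54 in the striatum, and was not called. In streptozotocin-treated rats it was 0.43 (adjusted p = 0.19) in the hippocampus and 0.20 (adjusted p = 0.65) in the prefrontal cortex. The call for the hippocampus ended under the methods' t-test and within slide 2, and that for the prefrontal cortex with quantile normalization, with normexp background correction and under the methods' t-test. On leaving out 1 pool, the call for the hippocampus ended without hippocampus control replicate 1 (log2 0.98), and that for the prefrontal cortex ended without prefrontal cortex Goto-Kakizaki replicate 2 (log2 0.98), without prefrontal cortex Goto-Kakizaki replicate 3 (log2 0.93), without prefrontal cortex control replicate 1 (log2 0.99) and without prefrontal cortex control replicate 2 (log2 0.94).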

We measured elevated *CD47 *mRNA levels both in the hippocampus and in the prefrontal cortex of type 2 diabetes model animals, providing a plausible link between central insulin resistance and Alzheimer-type neurodegeneration.

## Conclusion

In conclusion, our study shed light on the seminal role of insulin in maintaining the functions of the central nervous system by unveiling characteristic perturbations in cerebral gene expression profiles in type 2 diabetic rats. We identified several cerebral expression changes in genes which were previously assumed to play a role in pancreatic insulin secretion, implying that these genes might mediate insulin production and exocytosis in the brain as well. 

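Insr, the insulin receptor gene, had a log2 fold change of 0.56 (adjusted p = 0.028) in the hippocampus of Goto-Kakizaki rats, 0.04 (adjusted p = 0.92) in the prefrontal cortex and 0.67 (adjusted p = 0.0049) in the striatum, below a 2-fold change in each. Streptozotocin-treated rats had 0.76 (adjusted p = 0.00697) in the hippocampus. In their prefrontal cortex Insr had 0.42 (adjusted p = 0.15) and in their striatum -0.14 (adjusted p = 0.61). Of 22 measured genes of insulin signalling, limma called 0 in each comparison with controls (0 when adjusted over the list alone), and the median log2 fold change of the list lay between -0.12 and 0.15. Camera called no shift of this list (adjusted p = 0.98, 0.51 and 0.57 in the hippocampus, prefrontal cortex and striatum of Goto-Kakizaki rats).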

Our results should prompt further investigations to decipher insulin signaling pathways in the brain and a detailed analysis of the transcriptional regulation of diabetes-associated genes having been identified in this study.

## Methods

### Animals

Experiments were performed on ten-week old male rats (weighing 286 ± 60 g). Streptozotocin-treated inbred white Wistar rats were used as model animals for type 1 diabetes, and Goto-Kakizaki rats were the polygenic non-obese models of type 2 diabetes [55]. Wistar rats at 6 weeks of age, weighing approximately 170 g, were injected with 65 mg/body mass kg streptozotocin intravenously. The development of diabetes was confirmed by elevated fasting blood sugar levels (≥ 15 mM measured 72 hrs following the injection), and the streptozotocin-treated rats were sacrificed by cervical dislocation 4 weeks after the injection. Diabetic animals as well as their age- and body mass matched Wistar controls and age-matched Goto-Kakizaki rats were kept on normal chow. All experimental protocols were in accordance with the guidelines of the Committee on the Care and Use of Laboratory Animals of the Council on Animal Care at the Semmelweis University, Budapest, Hungary (ethical permission No.: TUKEB 99/94).

### Tissue harvesting

9 animals from each group at 10 weeks of age were anaesthetized with phenobarbital and killed by decapitation. The brain was removed and the striatum, hippocampus and prefrontal cortex were dissected. Samples from 3-3 identically treated animals were pooled. That means, 3 biological parallels were prepared from each brain region of type 1 or type 2 diabetic and control animals, amounting to a total of 27 different pooled samples. Excised tissue samples were immediately fixed in RNAlater RNA stabilization reagent (Qiagen).

### Sample preparation and oligonucleotide microarray hybridization

Total RNA was extracted from samples by homogenization using the RNeasy Kit (Qiagen), according to the manufacturer's instructions. RNA integrity and purity were checked both by agarose gel electrophoresis and with an Agilent 2100 Bioanalyzer. Samples of acceptable quality fulfilled the following criteria: OD_260/280 _> 1.8, OD_260/230 _> 1.8 and RIN > 7. Reverse transcription was performed using 1000 ng of total RNA from each sample. Labeling of single-stranded cRNA, hybridization and scanning were carried out at the Microarray Core Facility of the Department of Genetics, Cell- and Immunobiology of Semmelweis University, using Agilent's One-Color Microarray-Based Gene Expression Analysis Protocol, Version 5.5 (G4140-90040). Labeling of samples was performed with Agilent's Low RNA Input Linear Amplification Kit PLUS assay using the Cy3 dye. Dye incorporation was controlled by a Nanodrop spectrophotometer; all samples were labeled with an efficiency of 10.2 - 17.5 pmol Cy3/μg cRNA. 1650 ng of cRNA were hybridized to Agilent's Rat Whole Genome Custom Arrays. Arrays were run on all 27 biological samples. Hybridized arrays were imaged with Agilent's Microarray Scanner, Agilent Feature Extraction Software version 9.1 in the extended dynamic range at 100% and 10% laser beam intensities at a resolution of 5 μm.

### Data analysis

Data analysis was performed using the GeneSpring GX software (Agilent Technologies, version 7.3). For normalization, the samples were grouped according to brain areas. In this way, gene expression data from treated samples in groups were normalized to the median of control samples of each group. As quality control, genes with poor hybridization signals (flag screening) and those with unaltered expression (not showing a minimum of 2-fold difference between their maximal and minimal expression levels under any conditions) were excluded from subsequent analysis. Statistical analysis of data obtained from the normalization and screening procedures was performed to select probes with at least a twofold, statistically significant expression alteration in type 1 or type 2 diabetic animals compared to Wistar controls using Welch's *t*-test supplemented with the Benjamini-Hochberg multiple correction test with a p = 0.05 cutoff. Finally, a post-screening procedure was implemented to exclude false positive probes, i.e. signals with "absent" flag in at least 2 out of 3 biological replicates, and those with raw intensity signals less than 100 arbitrary units.

The Gene Ontology database (URL: http://www.geneontology.org)was used to assign biological relevance to our data and to identify genes by ordering them in relevant biochemical pathways. Biochemical pathways were regarded significantly altered if they comprised a significant number of genes from our lists (p < 0.05).

### Validation by real-time PCR

Genes that fulfilled the criteria of technical, statistical and pathway analyses were validated by the quantitative reverse transcription PCR-based TaqMan Low Density Array (Applied Biosystems) system, according to the manufacturer's protocol. cDNA samples for this test were synthesized from the same RNA samples that had been prepared for microarray hybridization. Relative gene expression data were obtained using the 2(-Delta Delta C_T_) method described by Livak and Schmittgen in detail [56].

Briefly, six genes were selected as potential housekeeping (internal control) genes for normalization of RT-PCR data [histone deacetylase 3 (*Hdac3*), ATP-citrate lyase (*Acly*), beta-actin (*Actb*), beta-2 microglobulin (*B2m*), TATA box binding protein (*Tbp*), 18S ribosomal RNA (*18S*)]. By cross-checking their relative expression levels and scattering scores, we chose the following 3 genes with most stable and constant expression: *Hdac3*, *Tbp *and *B2m*. The expression of all target genes was normalized to the mean of the expression of the housekeeping genes (relative quantification). Cycle threshold (C_T_) values were set in the exponential range of the amplification plots using the 7300 System Sequence Detection Software 1.3. ΔΔC_T_-values corresponded to the difference between the C_T_-values of the genes examined and those of the arithmetical mean of the expression of the 3 housekeeping calibrator (internal control) genes. Relative expression levels of genes were calculated and expressed as 2^-ΔΔCT^. Finally, the Mann-Whitney test (p < 0.01) was used for statistical analysis of qRT-PCR data.

### Data deposition

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE34451 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE34451).

## Authors' contributions

OA performed the data and statistical analysis; MS conceived of the study, participated in its design and coordinated the study; AV and KR participated in the design of the study and selection of animals; BKS performed brain dissections and tissue harvesting, EK participated in mRNA preparation; GK participated in study design and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of differentially expressed genes in the brain areas of Goto-Kakizaki rats**. Genes are ordered according to their fold expression changes. Genes are identified both by gene name, Genbank accession number and gene symbol. 

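For the hippocampus alone, Additional file 1 lists 180 probes, 109 of them higher and 71 lower in Goto-Kakizaki rats, selected on these samples. Of these, 142 were called in the hippocampus, all in the listed direction. In that direction, 94 of the 179 tested were called in the prefrontal cortex and 108 of the 179 tested in the striatum. In the striatum 1 more was called in the opposite direction. For the prefrontal cortex alone it lists 61 probes, of which 50 were called in the prefrontal cortex, 11 in the hippocampus and 28 of the 60 tested in the striatum.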

The file contains four table sheets displaying genes with significantly altered expression levels (more than twofold or less than 0.5 fold) in the hippocampus only ("Hippocampus", 180 genes), in the prefrontal cortex only ("Prefrontal cortex", 61 genes), both in hippocampus and prefrontal cortex ("Hipp&Pfc", 83 genes) and both in hippocampus, prefrontal cortex and striatum ("Hipp&Pfc&Str", 3 genes), respectively. In the corporate lists genes are ordered according to their fold expression changes observed in the hippocampus. Click here for file

Additional file 2 **List of validated genes in the brain areas of Goto-Kakizaki rats**. Genes are shown in alphabetical order of gene symbols. Genes are identified both by gene name, Genbank accession number and gene symbol. The file contains three table sheets displaying genes with RT-PCR validated, significantly altered expression levels (more than twofold or less than 0.5 fold) in the hippocampus only ("Hippocampus", 30 genes), in the prefrontal cortex only ("Prefrontal cortex", 22 genes), both in hippocampus and prefrontal cortex ("Hipp&Pfc", 9 genes), respectively. 

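Of the 30 hippocampal genes of Additional file 2, 22 were called in the hippocampus of Goto-Kakizaki rats, 17 in the prefrontal cortex and 19 of 29 tested in the striatum, every called one in the listed direction. Of its 22 prefrontal genes, 19 were called in the prefrontal cortex, 9 in the hippocampus and 10 of 21 tested in the striatum, and of the 9 genes it lists for both regions 8 were called in the hippocampus and 9 in the prefrontal cortex. These genes were selected on the same samples, so their direction here is not independent evidence. The RT-PCR measurements themselves are not among the deposited files.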

In the corporate lists genes are ordered according to their fold expression changes observed in the hippocampus. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

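RNA was measured in the hippocampus, prefrontal cortex and striatum of Wistar controls, Goto-Kakizaki rats and streptozotocin-treated rats. Every combination had 3 pools of 3 animals, each pool on 1 array, which gives 27 arrays in 9 groups. The number of arrays limits the precision of every value. The authors labelled the RNA with a single dye, scanned the arrays and extracted the signal intensity of every spot with Feature Extraction 9.1. The processed signal that they deposited is, per the file headers, an intensity after subtraction of a fitted background surface and correction of a trend across the array, with a surrogate value for dim spots, and it was not scaled between arrays. The deposited value table is the same intensity: its largest relative difference from the processed signal was 0 over 42429 features and 27 columns, and its column medians lay between 85.7 and 187, so that it is on a linear and not on a log2 scale. Raw mean intensities of the spots and medians of their local background were deposited as well and were used for 1 alternative.

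The analysis used the 41012 probes that are not controls and took the log2 of the processed signal minus the log2 of the array's 75th percentile. Values of spots marked as outliers by Feature Extraction were left out (median 0.151% of the spots of an array). Between 67.4% and 75.3% of the probes were well above background on an array. Probes enter a region's comparisons when they are well above background on at least 2 of 3 arrays of at least 1 of its groups, which left 32078 probes in at least 1 region. A linear model with 9 group means and 18 residual degrees of freedom was fitted with limma 3.58.1 in R 4.3.3, using data.table 1.17.8, and moderated by empirical Bayes (2.55 prior degrees of freedom). The spread differed between groups (median SD of a probe from 0.093 in the Goto-Kakizaki hippocampus to 0.291 in the Goto-Kakizaki striatum), which this shared estimate leaves out, and the fits with the region or the 2 groups alone take it up. Files were read and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a probe is called differentially expressed at an adjusted p under 0.05 and a change of at least 2-fold. Comparisons were each diabetic model against controls and against the other model in each region, and the difference of the Goto-Kakizaki effect between regions. Shifts of gene lists were tested with camera at a preset correlation of 0.01 between genes, with 1 probe per gene. 

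Gene names come from the annotation of the array, updated with the GRCr8 RefSeq gene table: 10735 probes matched by accession, 5577 by symbol and 3730 by synonym. Named genes were chosen by a rule. It takes every gene that the paper names in its text, Tables 2 and 3 and Additional file 2, by the probe that the paper lists. It also takes, per comparison, the 10 largest increases and the 10 largest decreases among differentially expressed probes with a gene symbol whose groups do not overlap, and per list up to 4 members with the smallest p past the threshold, or the 2 with the smallest p where none passed. Elsewhere the probe with the highest mean stands for a gene. The folds in the paper's additional files were seen before the data. Comparisons, lists, thresholds and the alternatives below were set before the data were examined, apart from those said to be chosen after seeing the data.

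The alternatives were the 50th percentile or quantile normalization in place of the 75th percentile, normexp background correction with an offset of 50, the value table, no filter or a stricter filter on dim probes, a raw signal of at least 100, keeping outlier spots, taking the spread from the region alone or from the 2 groups alone, Welch's t-test of the methods with and without adjustment, no fold threshold, blocks for the replicate number or the slide, array weights and leaving out each pool. Array weights lay between 0.0908 and 8.61, and the consensus correlation of arrays on a slide was 0.018. Chosen after seeing the data were fits without slide 6 or without slides 5 to 7, with slides 5 to 7 as covariates, and within single slides. Replicate numbers were checked for pairing from the deviations of the arrays from their group means. Numbers paired only for streptozotocin against control in the prefrontal cortex (correlations of 0.515, 0.449 and 0.698 for numbers 1, 2 and 3), where equal numbers lie on the same slide. The methods give 9 animals per group, from whose brains all 3 regions were taken, and do not state whether equal numbers hold the same animals. Between regions of a group, numbers paired only for the hippocampus and the prefrontal cortex of streptozotocin-treated rats (0.568, 0.285 and 0.700), where they again lie on the same slides. The fit takes the 27 pools as independent, apart from the block of replicate numbers within a group for region differences.

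The steps were tested on simulated data with the spread of these arrays. Of 100 probes changed by a log2 value of 1.5, the fit recovered 77 to 92 per comparison, and of 100 changed by 2.5 it recovered 94 to 98, with 2 to 7 calls among unchanged probes. The methods' t-test with adjustment recovered 0 to 4 and 2 to 13 of them. It was run over all tested probes, without the paper's screening for a 2-fold range. Its share is therefore not that of the paper's procedure. No simulated value is given for groups of unequal spread or for arrays that deviate together on a slide. False calls from these are not covered. For a region difference of 2 the fit recovered 86 of 100 probes. No array was left out.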

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

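The tests of a slide batch, of sequence variants under probes, of linked variants, of the diabetic state shared by both models, of an effect of diabetes on striatal markers and of other groupings of the arrays were chosen only after the result was seen.

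In streptozotocin-treated rats 50 probes changed the same way in all 3 regions. The paper reports no changed gene in these data after its last screening. A slide batch is excluded as the whole cause: the 61 probes called in the hippocampus and the striatum, where streptozotocin and control arrays share no slide, and tested in the prefrontal cortex, where they share slides 5, 6 and 7, changed there by 0.974 of their hippocampal change (medians of 1.58, 1.76 and 1.70 on slides 5, 6 and 7). Of the 17 called genes with a place in the genome, 17.6% lay within 10 places of another called gene, against 2.41% for random genes (permutation p = 0.0204 from 10000 random gene sets), so that a genetic background of these rats that differs from that of the controls is a candidate explanation. A sequence variant under the probe cannot be told apart, since 0% of only 2 other probes, both of 1 gene, changed at least 2-fold the same way. An effect of streptozotocin or of the diabetes it causes stays open and was not tested, since neither is separated from the origin of the animals.

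In Goto-Kakizaki rats 294 probes changed the same way in all 3 regions, and 72 of the 83 probes that the paper lists for the hippocampus and the prefrontal cortex were among the striatal calls. The diabetic state shared by both models is excluded as the whole cause, since the median change of these probes in streptozotocin-treated rats was 0.0578, 0.114 and 0.118 of that in Goto-Kakizaki rats in the hippocampus, prefrontal cortex and striatum, but it stays open for the 28, 38 and 40 of them that were called the same way there. Variants gathered in a few linked regions, an explanation narrowed after its result was seen, stay open. Of the genes, 20% lay within 10 places of another called gene, against 15.0% for random genes (permutation p = 0.164 from 10000 random gene sets). This share neither shows nor excludes such variants. The bound for an exclusion was also moved after the result was known. As first written, it would have excluded this explanation. A sequence variant under the probe is a candidate explanation for part of the 294 probes. Of 50 other probes of the same genes, 22% changed at least 2-fold the same way (95% confidence interval 11.5% to 36.0%). The share was 12.9% for lower probes, and 36.8% with an interval up to 61.6% for higher ones, for which it stays open. It was 60.8% for differences between the striatum and the hippocampus of controls, a comparison that was added after the first share was known. Strain differences in expression that are not tied to diabetes stay open and were not tested, since the series has no Goto-Kakizaki rats without diabetes.

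In the prefrontal cortex, camera called a downward shift of 16 striatal neuron markers in both diabetic groups, with medians of -0.49 in Goto-Kakizaki (5 lower, adjusted p = 0.66 with an estimated correlation) and -0.54 in streptozotocin-treated rats (3 lower, adjusted p = 0.59 with an estimated correlation). A slide batch stays open for Goto-Kakizaki rats, whose arrays share no slide with controls, and is excluded as the whole cause for streptozotocin by the design, since both groups have 1 array on each of slides 5, 6 and 7, so that an effect common to a slide drops out of the -0.54 (-0.02, -0.97 and -1.01 within them). Striatal tissue in control pools cannot be told apart from other causes: 100 other genes high in the striatum were higher in controls by a median of 0.28, with a 95% confidence interval from 0.16 to 0.44 that reaches below the bound of 0.2 set for this test, while genes high in the hippocampus had -0.14. By pool, these 100 genes had medians of 0.39, -0.002 and 0.50 in control replicates 1, 2 and 3, against -0.14 to 0.10 in the diabetic pools. Their excess thus lay in the same control pools as that of the marker list. The means of that list per pool were 0.99, -0.17 and 1.24 in controls against -0.26 to 0.17 in the diabetic pools. The lowest control pool lay below the highest diabetic pool (a difference of -0.34), which an effect of diabetes in both models does not predict. Since this rests on 1 control pool, such an effect stays open as well. The rule for this last test was loosened after its result was known: as first written, 1 control pool among the diabetic pools would have excluded the effect.

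A difference between groups was called for 104 probes whose Goto-Kakizaki effect differed between the hippocampus and the striatum. In the first test of chance, 5 of 100 groupings of the same arrays, the real one included, gave as many, with 1850 as the highest other. A difference between groups was also called for 35 probes between the prefrontal cortex and the striatum, where 9 of 100 did (highest other 1279). Counts this far above the real ones point to a structure of the samples, and a grouping that exchanges the labels in 1 region alone turns the strain effect itself into a difference between regions. A version of this test that takes off the mean strain effect of the regions first was chosen after the first one was seen and gave 2 and 3 of 100 (highest others 261 and 977). Other counts above the real ones remain there, and their cause was not tested, so chance is left open for both counts. For the 52 probes that differed between the hippocampus and the prefrontal cortex chance is excluded in both versions. Each gave 1 of 100 (highest others 30 and 51), by a margin of 1 probe in the second. Neither version takes account of the animals that the regions share. Nor does either take account of slides 5 to 7, which hold all control arrays of the prefrontal cortex and whose arrays deviated together. The count itself was 4 with normexp background correction and 13 to 66 with 1 pool left out. It was also lower without slide 6 and with the replicate number as a block, and higher with slides 5 to 7 as covariates.

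The paper reports no changed gene after its last screening in the streptozotocin-treated rats, where 204, 293 and 259 probes were called in the hippocampus, prefrontal cortex and striatum, against 1, 2 and 5 as the highest of the other splits. The paper reports on 3 probes in the Goto-Kakizaki striatum, where 942 probes were called against 227 for the highest other split, which set replicates 1 and 3 of Goto-Kakizaki and control replicate 1 apart. The paper reports no comparison between the models, which called 855, 1098 and 1465 probes in the hippocampus, prefrontal cortex and striatum against 2, 2 and 1 for the highest other splits. In each of these comparisons 3 against 3 pools make 10 splits, of which 1 (the real one) gave as many, and 10 are too few for a share under 0.05.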

How the results depend on the processing

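The fits within single slides, with slides 5 to 7 as covariates and without slide 6 or slides 5 to 7 were chosen only after the data were seen. Where 3 counts are given, they follow the order hippocampus, prefrontal cortex and striatum, and for the region differences of the Goto-Kakizaki effect the order hippocampus minus striatum, prefrontal cortex minus striatum and hippocampus minus prefrontal cortex. With normexp background correction, the counts were 206, 260 and 334 for Goto-Kakizaki against control, 50, 44 and 52 for streptozotocin against control, 289, 409 and 330 for Goto-Kakizaki against streptozotocin and 3, 1 and 4 for the region differences. The probes shared in Goto-Kakizaki rats by the hippocampus and the prefrontal cortex and by all regions were then 154 and 120. The methods' t-test with adjustment gave 319, 130 and 0 for Goto-Kakizaki and 4, 0 and 1 for streptozotocin against control, 455, 218 and 606 between the models, and 72 and 0 shared probes, where limma had 6704 and 8465 (Goto-Kakizaki prefrontal cortex and striatum) and 4727 (streptozotocin prefrontal cortex) at an unadjusted p under 0.05. The same t-test before adjustment gave 2402 between the models in the striatum. Without a fold threshold the counts were 1572, 2656 and 4215, then 746, 764 and 1013, then 2713, 4790 and 4758, with 228 and 86 for the region differences of the hippocampus from the striatum and the prefrontal cortex, and 889 and 696 shared probes. With the region fitted alone, they were 533 in the Goto-Kakizaki striatum, 169 and 58 in the streptozotocin prefrontal cortex and striatum, 826 between the models in the striatum, and 18, 7 and 137 for the region differences. With the 2 groups alone they were 211 in the Goto-Kakizaki striatum, 120, 55 and 25 for streptozotocin, 2740 between the models in the striatum, 8 and 0 for the differences of the hippocampus and the prefrontal cortex from the striatum (35 by limma with all arrays), and 151 shared by all regions. The slide as a block gave 563 in the Goto-Kakizaki striatum and 19 for the hippocampus minus the striatum. Within single slides the counts were 324 on slide 2 (Goto-Kakizaki hippocampus), 464 on slide 4 (Goto-Kakizaki striatum) and 20, 195 and 18 on slides 5, 6 and 7 (streptozotocin prefrontal cortex), where fewer arrays enter and a lone array is assumed to vary like the other groups. With slides 5 to 7 as covariates they were 1435 and 594 in the Goto-Kakizaki prefrontal cortex and striatum, 696 and 1224 in the streptozotocin hippocampus and striatum, 1396 and 2938 between the models in the hippocampus and the striatum, and 29, 1617 and 591 for the region differences. Without slides 5 to 7 they were 556 in the Goto-Kakizaki striatum, 1192 in the streptozotocin striatum, 2875 between the models there and 30 for the hippocampus minus the striatum. Without slide 6 they were 73 in the streptozotocin prefrontal cortex, 2649 between the models in the striatum and 7 for the hippocampus minus the prefrontal cortex. Array weights gave 502 and 1088 in the streptozotocin prefrontal cortex and striatum, 1824 and 2296 between the models in these regions, and 205, 158 and 538 for the region differences. The stricter filter, under which fewer probes are tested, gave 165 in the streptozotocin striatum, 837 between the models there, 20 for the prefrontal cortex minus the striatum and 191 shared by all regions. The 50th percentile gave 264 for the hippocampus minus the striatum, the replicate number as a block 66 and 28 for the hippocampus minus the striatum and minus the prefrontal cortex, and no filter 29 for the hippocampus minus the prefrontal cortex. Of the 39 shifts of gene lists that camera called, an estimated correlation left 0, and fry called 24 shifts, 23 of them among the 39. Apart from the smaller numbers of arrays or probes named above, the cause was not tested.

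With 1 pool left out, the counts ranged over 503 to 597, 684 to 904 and 772 to 1384 for Goto-Kakizaki against control, 139 to 194, 143 to 399 and 171 to 463 for streptozotocin against control, 721 to 855, 952 to 1313 and 708 to 1898 between the models, 26 to 562, 14 to 161 and 13 to 66 for the region differences, 339 to 372 and 273 to 298 for the shared probes and 35 to 43 for the shifts of gene lists. In the streptozotocin prefrontal cortex the count was 165 and 161 without control replicates 1 and 3 and 186 and 143 without streptozotocin replicates 1 and 3. In the streptozotocin striatum it was 463 without control replicate 1 and 171 without streptozotocin replicate 3, and between the models in the striatum it was 708, 795 and 911 without Goto-Kakizaki replicate 2 and streptozotocin replicates 2 and 3. The hippocampus minus the striatum had 33, 46 and 26 without hippocampus Goto-Kakizaki replicates 1, 2 and 3, 37, 40 and 36 without hippocampus control replicates 1, 2 and 3, 426 and 43 without striatum Goto-Kakizaki replicates 1 and 2, and 562, 36 and 69 without striatum control replicates 1, 2 and 3. The prefrontal cortex minus the striatum had 58 and 56 without striatum Goto-Kakizaki replicates 1 and 2, 14 without prefrontal cortex control replicate 3, and 161 and 23 without striatum control replicates 1 and 2. The hippocampus minus the prefrontal cortex had 13, 18 and 15 without hippocampus Goto-Kakizaki replicates 1, 2 and 3, 18, 13 and 34 without hippocampus control replicates 1, 2 and 3, 19 and 15 without prefrontal cortex Goto-Kakizaki replicates 2 and 3, and 18 without prefrontal cortex control replicate 3. The cause was not tested. The Goto-Kakizaki counts of the hippocampus and the prefrontal cortex stayed within 1.5 times their values with any 1 pool left out.

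Scaling to the 50th percentile moved the split of the Goto-Kakizaki hippocampus to 317 higher and 292 lower and that of the streptozotocin prefrontal cortex to 122 and 153. Between the models it was then 446 and 416 in the hippocampus (431 and 419 with quantile normalization) and 622 and 906 in the striatum (670 and 857 with quantile normalization), and for the hippocampus minus the striatum quantile normalization gave 76 and 50. Normexp background correction gave 129 and 205 in the Goto-Kakizaki striatum and 29 and 15 in the streptozotocin prefrontal cortex. It moved the median log2 fold change of all probes to -0.27 in the Goto-Kakizaki striatum, 0.22 in the streptozotocin prefrontal cortex, -0.28 in the streptozotocin striatum and -0.23 between the models in the prefrontal cortex. Of the 144 values of genes named in the text, each counted per comparison, 49 had the same call under every alternative and left-out pool, and 0 reversed. Signal over background limits the folds of dim probes: of the probes called in Goto-Kakizaki rats 116, 133 and 152, and of those called in streptozotocin-treated rats 40, 44 and 56, were not well above background on any array of 1 of the groups.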

Differences from the paper's values

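The fits without slides 5 to 7 and within slide 2 were chosen only after the result was seen, and the other alternatives were set before the data were examined. The paper adjusts a Welch t-test over probes after its own screening for flags and a 2-fold range, so its counts and the counts here do not rest on the same set of probes, although both use an adjusted p under 0.05 and a 2-fold change. For the statistical analysis before the last screening, the paper's count in the prefrontal cortex of Goto-Kakizaki rats is 232 against 773 here, a difference that closes under normexp background correction (260) and under no other of the alternatives set beforehand. A difference counts as closed within 1.5 times the paper's count, a rule under which 0 cannot match 3 and 1 cannot match 0. In the Goto-Kakizaki striatum the paper's count is 3 against 942, and by this rule none of the alternatives set beforehand closes the difference. The methods' t-test nevertheless gave 0 there, near the paper's count, where limma has 8465 at an unadjusted p under 0.05. In streptozotocin-treated rats the paper's counts are 7, 0 and 0 in the hippocampus, prefrontal cortex and striatum against 204, 293 and 259. The methods' t-test gave 4, 0 and 1, near the paper's counts. By the rule it closes the difference of the prefrontal cortex (against 4727 at an unadjusted p under 0.05 from limma). None of the alternatives set beforehand closes the others by the rule. In the hippocampus of Goto-Kakizaki rats the 592 here lie within 1.5 times the paper's count.

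After its last screening the paper's count is 266 in the Goto-Kakizaki hippocampus against 592, which normexp background correction (206) and the methods' t-test (319) close and the other alternatives set beforehand do not. Within slide 2, a setting chosen after seeing the values, the count of 324 also lies within 1.5 times the paper's, with 108 of the 266 probes that the paper lists for the hippocampus not called, against 43 here. The paper's count is 147 in the prefrontal cortex against 773, which the methods' t-test (130) closes alone. In the striatum it is 3 against 942, which none of the alternatives set beforehand closes, although the methods' t-test gave 0. In streptozotocin-treated rats it is 0 in each region against 204, 293 and 259. The methods' t-test closes this in the prefrontal cortex alone, but it also called few probes in the other regions. The paper's overlap of the hippocampus and the prefrontal cortex is 83 against 381, closed by the methods' t-test (72) alone. Its overlap of all 3 regions is 3 against 294, closed by none by the rule (0 under the methods' t-test).

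Of 52 folds that the paper lists and that were compared, 11 differ by more than the replicate SD, and the mean difference of the values here from the paper's is -0.118 in the hippocampus and -0.103 in the prefrontal cortex on the log2 scale. Log2 fold changes in the hippocampus are, as the paper's value and the value here, -1.08 and -1.29 for Acaa2 (a fold that Additional file 1 gives to another probe of this gene, which has -1.19 here, so that the compared probe is in doubt; closed by the 50th percentile, quantile normalization, normexp background correction, and without Goto-Kakizaki or control replicate 3), 1.74 and 1.63 for Akap3 (the 50th percentile, the slide as a block, without Goto-Kakizaki replicate 3 or control replicate 1), 1.24 and 0.91 for Bst2 (none), and -1.20 and -1.31 for Cdk10 (the 50th percentile and quantile normalization). They are 1.12 and 1.01 for Gal (the 50th percentile, without Goto-Kakizaki replicate 3 or control replicate 2), 1.03 and 0.93 for Gm2a (the 50th percentile), 1.69 and 1.59 for Kcnj12 (the 50th percentile, without control replicate 1), and the paper's -2.01 and -2.12 for Pde10a (the 50th percentile, quantile normalization, normexp background correction, outlier spots kept, the slide as a block, array weights, without Goto-Kakizaki replicate 3 or control replicate 2). They are the paper's 1.02 and 0.91 for Pter (the 50th percentile, quantile normalization, without Goto-Kakizaki replicate 2 or control replicate 1) and the paper's -1.07 and -1.17 for Ptprv (the 50th percentile, quantile normalization, the slide as a block, without control replicate 3). In the prefrontal cortex RT1-Aw2 has the paper's 1.34 and 1.24 here (the 50th percentile, normexp background correction, without Goto-Kakizaki replicate 1). For each of these genes the alternatives set beforehand that are not named leave the difference. For Bst2 a probe other than the compared one had 1.13 (adjusted p = 0.0027) in the hippocampus, nearer to the paper's 1.24. Which probe the paper's fold belongs to was not tested.

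Of the probes that Additional file 1 lists, 43 of 266 were not called in the hippocampus and 11 of the 61 for the prefrontal cortex alone were not called there. The genes of Additional file 2 that were not called here are, in the hippocampus, Aadat with 0.93 (adjusted p = 0.0077, called under the 50th percentile, quantile normalization, no fold threshold and without control replicate 1), Agrp with 0.91 (adjusted p = 0.0048, called under the 50th percentile, no fold threshold and without control replicate 3), Bst2 with 0.91 (adjusted p = 0.016, called under the 50th percentile and no fold threshold) and Cntn3 with 0.98 (adjusted p = 0.015, called under the 50th percentile, no fold threshold, without Goto-Kakizaki replicate 1 and without control replicate 3). The others there are Gal with 1.01 (adjusted p = 0.11, called under the region alone, the 2 groups alone, the methods' t-test, the methods' t-test before adjustment and array weights), Gm2a with 0.93 (adjusted p = 7e-05, called under the 50th percentile and no fold threshold), Pter with 0.91 (adjusted p = 0.00013, called under the 50th percentile and no fold threshold) and Sik1 with 0.93 (adjusted p = 0.068, called under no alternative). In the prefrontal cortex they are Bhlhe40 with 0.99 (adjusted p = 1.4e-05, called under the 50th percentile, outlier spots kept, no fold threshold, without Goto-Kakizaki replicate 2, without control replicate 1 and without control replicate 2), Camkk2 with 0.92 (adjusted p = 0.00016, called under the 50th percentile, no fold threshold and without Goto-Kakizaki replicate 1) and RT1-CE4 with 0.94 (adjusted p = 0.00017, called under the 50th percentile, no fold threshold and without Goto-Kakizaki replicate 1). Prkce, which the paper names as changed in the prefrontal cortex, had 0.97 (adjusted p = 0.00062) by the probe that it lists. That probe was called under the 50th percentile, no fold threshold and without control replicate 1. A second probe of Bst2 had 1.13 (adjusted p = 0.0027) in the Goto-Kakizaki hippocampus and passed both thresholds. Gal was also called without slides 5 to 7, a setting chosen after seeing the values, under which 45 of the 266 hippocampal probes that the paper lists are not called (43 are not called with all arrays). The paper states that no gene changed significantly in streptozotocin-treated rats. In these rats S100b had 6.12, 5.78 and 5.66 in the hippocampus, prefrontal cortex and striatum, while Ins2 was not called in any region. The paper's discussion places some changes of these rats in the hippocampus alone. There 204 probes were called, against 293 in the prefrontal cortex and 259 in the striatum. The paper also states that the striatum had no expression pattern of its own, while 942 probes were called there, and tests of the difference called 104 probes against the hippocampus and 35 against the prefrontal cortex, for which chance is not excluded.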

Other observations

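The tests on other splits of the samples, the fits within single slides and those with slides 5 to 7 as covariates or without slide 6 or slides 5 to 7 were chosen only after the result was seen. The lists below were fixed beforehand, and their medians are of log2 fold changes.

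In the striatum of Goto-Kakizaki rats, for which the paper lists 3 probes, Irf7 had a log2 fold change of 2.30 (adjusted p = 2.6e-05), Mx2 2.04 (adjusted p = 3.05e-07) and Oas1a 2.03 (adjusted p = 4.2e-05). Cd52, a surface protein of immune cells, had 1.93 (adjusted p = 9.5e-05), C1qc, a part of the complement component C1q, 1.14 (adjusted p = 0.00026), and Psmb8, a subunit of the immunoproteasome, 1.14 (adjusted p = 0.00015). Lists that shifted are interferon-stimulated genes (13 of 31 higher and 1 lower, 13 and 2 when adjusted over the list alone, median 0.80, camera adjusted p = 3.8e-12, adjusted p = 0.18 with an estimated correlation), antigen presentation (6 of 20 higher and 0 lower, 6 and 0 when adjusted over the list alone, median 0.56, camera adjusted p = 3.5e-05, adjusted p = 0.35 with an estimated correlation) and microglia markers (4 of 18 higher and 0 lower, 4 and 0 when adjusted over the list alone, median 0.48, camera adjusted p = 3.9e-05, adjusted p = 0.35 with an estimated correlation). Within slide 4, which holds all Goto-Kakizaki arrays of the striatum but only control replicate 1, their medians were 0.81, 0.54 and 0.33, and the slide as a block makes the same contrast. Irf7, Mx2, Oas1a and Cd52 are among the genes the study picked from these samples. The methods' t-test with adjustment called 0 probes in this region, against 669 before adjustment and 8465 at an unadjusted p under 0.05 from limma. The call of Oas1a ended when the 2 groups were fitted alone and without slides 5 to 7, that of Cd52 with normexp background correction, that of C1qc with normexp background correction, when the region was fitted alone, when the 2 groups were fitted alone, with the slide as a block, with array weights, with slides 5 to 7 as covariates, without slides 5 to 7 and within slide 4, and that of Psmb8 with normexp background correction, when the 2 groups were fitted alone, with array weights and without slides 5 to 7. With 1 pool left out, the call of C1qc ended without striatum Goto-Kakizaki replicate 2 (log2 0.97) and without striatum control replicate 2 (log2 0.87), and that of Psmb8 ended without striatum Goto-Kakizaki replicate 2 (log2 0.87).

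Shifts of red cell and plasma genes in Goto-Kakizaki rats were called in the striatum (5 of 8 higher and 0 lower, 5 and 0 when adjusted over the list alone, median 1.19, camera adjusted p = 0.00026, adjusted p = 0.18 with an estimated correlation), the hippocampus (2 of 8 higher and 0 lower, 2 and 0 when adjusted over the list alone, median 0.67, camera adjusted p = 0.00101, adjusted p = 0.23 with an estimated correlation) and the prefrontal cortex (1 of 8 higher and 0 lower, 3 and 0 when adjusted over the list alone, median 0.54, camera adjusted p = 0.044, adjusted p = 0.55 with an estimated correlation). Alas2, which starts heme synthesis, had 1.30 (adjusted p = 0.00044) in the striatum, and Alb, which the study also picked from these samples, had 1.19 (adjusted p = 0.00041) in the hippocampus. Against the 1 control array on slide 4 the median of the list was 1.08 in the striatum, and in the hippocampus it was 0.40 with the slide as a block and 0.42 within slide 2. The call of Alas2 ended when the 2 groups were fitted alone and without slides 5 to 7.

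In the striatum of streptozotocin-treated rats, Oas1b had a log2 fold change of 1.94 (adjusted p = 0.00103) and Oas1a 1.32 (adjusted p = 0.011). Lists that shifted there are interferon-stimulated genes (5 of 31 higher and 0 lower, 8 and 0 when adjusted over the list alone, median 0.62, camera adjusted p = 6.9e-13, adjusted p = 0.15 with an estimated correlation), antigen presentation (0 of 20 higher and 0 lower, 1 and 0 when adjusted over the list alone, median 0.20, camera adjusted p = 0.0016, adjusted p = 0.58 with an estimated correlation), microglia markers (0 of 18 higher and 0 lower, 1 and 0 when adjusted over the list alone, median 0.37, camera adjusted p = 0.00023, adjusted p = 0.43 with an estimated correlation), astrocyte markers (1 of 17 higher and 0 lower, 1 and 0 when adjusted over the list alone, median 0.11, camera adjusted p = 0.0011, adjusted p = 0.43 with an estimated correlation), oligodendrocyte markers (0 of 19 higher and 0 lower, 0 and 0 when adjusted over the list alone, median -0.21, camera adjusted p = 0.023, adjusted p = 0.59 with an estimated correlation), cholesterol synthesis (0 of 23 higher and 0 lower, 0 and 0 when adjusted over the list alone, median -0.40, camera adjusted p = 1.05e-06, adjusted p = 0.32 with an estimated correlation) and synaptic genes (0 of 34 higher and 0 lower, 0 and 0 when adjusted over the list alone, median 0.27, camera adjusted p = 1.05e-06, adjusted p = 0.051 with an estimated correlation). The median of the oligodendrocyte markers was 0.01 with normexp background correction, which moves the median of all probes by -0.28 in this comparison. Streptozotocin and control arrays share no slide here, so no comparison within a slide exists in this region. In the hippocampus of the same animals 2 lists shifted, choroid plexus markers (0 of 15 higher and 0 lower, 0 and 1 when adjusted over the list alone, median -1.32, camera adjusted p = 2.97e-05, adjusted p = 0.85 with an estimated correlation) and interferon-stimulated genes (0 of 31 higher and 0 lower, 1 and 1 when adjusted over the list alone, median 0.34, camera adjusted p = 0.012, adjusted p = 0.85 with an estimated correlation). The call of Oas1b ended with normexp background correction, when the region was fitted alone, when the 2 groups were fitted alone and without slides 5 to 7, and that of Oas1a when the region was fitted alone, when the 2 groups were fitted alone, with slides 5 to 7 as covariates, without slide 6 and without slides 5 to 7. On leaving out 1 pool, the call of Oas1a ended without striatum streptozotocin replicate 3 (log2 1.03).

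Downward shifts of oligodendrocyte markers were called in the Goto-Kakizaki hippocampus (0 of 19 higher and 1 lower, 0 and 1 when adjusted over the list alone, median -0.43, camera adjusted p = 0.00026, adjusted p = 0.296 with an estimated correlation), the Goto-Kakizaki prefrontal cortex (0 of 19 higher and 1 lower, 0 and 1 when adjusted over the list alone, median -0.34, camera adjusted p = 0.00025, adjusted p = 0.31 with an estimated correlation) and the streptozotocin prefrontal cortex (0 of 19 higher and 1 lower, 0 and 1 when adjusted over the list alone, median -0.46, camera adjusted p = 6.3e-07, adjusted p = 0.18 with an estimated correlation). Mobp, which the study picked from these samples, had -1.97 (adjusted p = 5.5e-08) in the hippocampus and -1.65 (adjusted p = 6.7e-07) in the prefrontal cortex. The median of the list in the Goto-Kakizaki hippocampus was -0.57 with the slide as a block and -0.47 within slide 2, and that in the streptozotocin prefrontal cortex was -0.46 with the slide as a block and -0.34, -0.42 and -0.42 within slides 5, 6 and 7.

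Choroid plexus markers had a higher median in the hippocampus of Goto-Kakizaki rats, with the list (0 of 15 higher and 0 lower, 0 and 0 when adjusted over the list alone, median 1.17, camera adjusted p = 0.00026, adjusted p = 0.59 with an estimated correlation), 1.66 with the slide as a block and 1.92 within slide 2. Their mean deviations per pool were 2.68, -0.11 and 1.79 in Goto-Kakizaki rats and -1.28, -1.18 and 2.41 in controls, so that single pools set this median. Other lists that shifted in this comparison are antigen presentation (2 of 20 higher and 0 lower, 2 and 0 when adjusted over the list alone, median 0.21, camera adjusted p = 0.00598, adjusted p = 0.59 with an estimated correlation), ependyma markers (0 of 9 higher and 1 lower, 0 and 1 when adjusted over the list alone, median 0.27, camera adjusted p = 0.044, adjusted p = 0.27 with an estimated correlation), lipid transport (0 of 19 higher and 1 lower, 0 and 1 when adjusted over the list alone, median -0.14, camera adjusted p = 0.044, adjusted p = 0.59 with an estimated correlation) and immediate early genes (0 of 21 higher and 0 lower, 0 and 0 when adjusted over the list alone, median 0.31, camera adjusted p = 0.00101, adjusted p = 0.23 with an estimated correlation). With the slide as a block their medians were 0.16, 0.35, -0.18 and 0.20, and within slide 2 they were 0.27, 0.25, -0.13 and 0.36. In the prefrontal cortex of Goto-Kakizaki rats they are antigen presentation (2 of 20 higher and 0 lower, 2 and 0 when adjusted over the list alone, median 0.30, camera adjusted p = 0.011, adjusted p = 0.66 with an estimated correlation) and cell cycle genes (0 of 19 higher and 2 lower, 0 and 2 when adjusted over the list alone, median -0.31, camera adjusted p = 0.00046, adjusted p = 0.23 with an estimated correlation), and in the striatum synaptic genes (3 of 34 higher and 1 lower, 3 and 1 when adjusted over the list alone, median 0.36, camera adjusted p = 0.014, adjusted p = 0.35 with an estimated correlation), with a median of 0.13 against the 1 control array on slide 4.

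In the prefrontal cortex of streptozotocin-treated rats further lists shifted: striatal neuron markers (0 of 16 higher and 3 lower, 0 and 4 when adjusted over the list alone, median -0.54, camera adjusted p = 5.4e-05, adjusted p = 0.59 with an estimated correlation), markers of meninges and mural cells (0 of 16 higher and 0 lower, 0 and 0 when adjusted over the list alone, median -0.28, camera adjusted p = 0.044, adjusted p = 0.69 with an estimated correlation), synaptic genes (2 of 34 higher and 0 lower, 2 and 0 when adjusted over the list alone, median 0.19, camera adjusted p = 0.00041, adjusted p = 0.18 with an estimated correlation), antigen presentation (0 of 20 higher and 0 lower, 0 and 0 when adjusted over the list alone, median 0.15, camera adjusted p = 0.044, adjusted p = 0.85 with an estimated correlation), inhibitory neuron markers (0 of 14 higher and 0 lower, 0 and 0 when adjusted over the list alone, median 0.14, camera adjusted p = 0.044, adjusted p = 0.39 with an estimated correlation) and endothelial markers (0 of 18 higher and 0 lower, 0 and 0 when adjusted over the list alone, median -0.15, camera adjusted p = 0.044, adjusted p = 0.39 with an estimated correlation). Within slides 5, 6 and 7 the medians were -0.02, -0.97 and -1.01 for the striatal markers, -0.28, -0.32 and -0.06 for meninges and mural cells, 0.17, 0.25 and 0.09 for synaptic genes, 0.26, -0.03 and 0.24 for antigen presentation, 0.21, 0.19 and 0.09 for inhibitory neurons and -0.25, -0.05 and -0.20 for endothelium. With the replicate number as a block, the shifts of antigen presentation, inhibitory neurons and endothelium were no longer called (adjusted p = 0.071, 0.063 and 0.063). In all, camera called 39 shifts over 30 lists and 6 comparisons with controls. It called none for genes of Alzheimer's disease, chaperones, the circadian clock, DNA damage, excitatory neurons, fatty acid oxidation, glucocorticoid response, insulin signalling, oxidative stress, protein kinase C, the thalamus and the reference genes of the RT-PCR.

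Of the reference genes used for the RT-PCR, B2m had log2 fold changes of 0.11, 0.00 and 0.17 in the hippocampus, prefrontal cortex and striatum of Goto-Kakizaki rats, Tbp had log2 fold changes of 0.18, 0.18 and 0.02, and Hdac3 had -0.001, 0.13 and -0.09. Actb, which the authors weighed and did not use, had -0.66 (adjusted p = 0.025) in the hippocampus and -0.65 (adjusted p = 0.014) in the striatum, below a 2-fold change.

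For the counts of Goto-Kakizaki rats against controls, 592 probes in the hippocampus stand against 68 for the highest of the other splits and 773 in the prefrontal cortex against 2, and 3 against 3 pools make 10 splits, too few for a share under 0.05 (1 of the 10, the real one, gave as many in each). For the probes shared in the same direction, chance is excluded by 100 groupings drawn in each region on its own, which leave out that the regions share animals: 381 shared by the hippocampus and the prefrontal cortex stand against 245 for the highest other grouping, and 294 shared by all regions against 0, with 1 of 100, the real one, as large. The shifts of gene lists numbered 9, 9 and 5 in the hippocampus, prefrontal cortex and striatum of Goto-Kakizaki rats, against 12, 5 and 4 for the highest other splits, and 2, 7 and 7 in streptozotocin-treated rats, against 8, 7 and 8. Splits with as many list shifts numbered 4, 1 and 1 of 10 and 7, 2 and 4 of 10, and these are too few for a share under 0.05.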
